# GLP1R Attenuates Sympathetic Response to High Glucose via Carotid Body Inhibition

**DOI:** 10.1161/CIRCRESAHA.121.319874

**Published:** 2022-02-01

**Authors:** Audrys G. Pauza, Pratik Thakkar, Tatjana Tasic, Igor Felippe, Paul Bishop, Michael P. Greenwood, Kristina Rysevaite-Kyguoliene, Julia Ast, Johannes Broichhagen, David J. Hodson, Helio C. Salgado, Dainius H. Pauza, Nina Japundzic-Zigon, Julian F.R. Paton, David Murphy

**Keywords:** carotid body, hypertension, insulin, obesity, risk factors

## Abstract

Aberrant sympathetic nerve activity exacerbates cardiovascular risk in hypertension and diabetes, which are common comorbidities, yet clinically sympathetic nerve activity remains poorly controlled. The hypertensive diabetic state is associated with increased reflex sensitivity and tonic drive from the peripheral chemoreceptors, the cause of which is unknown. We have previously shown hypertension to be critically dependent on the carotid body (CB) input in spontaneously hypertensive rat, a model that also exhibits a number of diabetic traits. CB overstimulation by insulin and leptin has been similarly implicated in the development of increased sympathetic nerve activity in metabolic syndrome and obesity. Thus, we hypothesized that in hypertensive diabetic state (spontaneously hypertensive rat), the CB is sensitized by altered metabolic signaling causing excessive sympathetic activity levels and dysfunctional reflex regulation.

**Methods:**

Using a hypothesis-free RNA-seq approach, we investigated potential molecular targets implicated in energy metabolism mediating CB sensitization and its regulation of sympathetic outflow in experimental hypertension. Identified targets were characterized using molecular and functional techniques assessing peripheral chemoreflex sensitivity in situ and in vivo.

**Results:**

We discovered GLP1R (glucagon-like peptide-1 receptor) expression in the CBs of rat and human and showed that its decreased expression is linked to sympathetic hyperactivity in rats with cardiometabolic disease. We demonstrate GLP1R to be localized to CB chemosensory cells, while targeted administration of GLP1R agonist to the CB lowered its basal discharge and attenuated chemoreflex-evoked blood pressure and sympathetic responses. Importantly, hyperglycemia-induced peripheral chemoreflex sensitization and associated basal sympathetic overactivity were abolished by GLP1R activation in the CB suggesting a role in a homeostatic response to high blood glucose.

**Conclusions:**

We show that GLP1 (glucagon-like peptide-1) modulates the peripheral chemoreflex acting on the CB, supporting this organ as a multimodal receptor. Our findings pinpoint CBs as potential targets for ameliorating excessive sympathetic activity using GLP1R agonists in the hypertensive-diabetic condition.

## Abstract 2

Supplemental Digital Content is available in the text.

**In This Issue, see p 691**

**Meet the First Author, see p 692**

**Editorial, see p 708**

Hypertension and diabetes are major risk factors for developing cardiovascular disease^1^ and are often comorbidities. Despite established clinical protocols, <40% of patients with hypertension/diabetes achieve their treatment targets and around 40% of patients in which it is controlled remain at high cardiovascular risk.^2^ This suggests that additional mechanisms must be at play to explain the remaining cardiovascular disease risk and poor target achievement rates.

**Novelty and Significance**

**What Is known?**

- Heightened sympathetic nerve activity is hallmark of essential hypertension and Type-II diabetes
- Altered sensitivity of carotid body chemoreceptors has been implicated in hypertension and metabolic syndrome in relation to increased sympathetic tone
- GLP1R (glucagon-like peptide 1 receptor) agonists are widely used antidiabetic agents with well-known cardioprotective and antihypertensive effects, the specific mechanism of which is unknown.

**What New Information Does This Article Contribute?**

- GLP1Rs are expressed in hypoxia-sensing glomus cells in the carotid body
- Activation of GLP1Rs in the carotid body acutely suppress the peripheral chemoreflex-evoked sympathetic and arterial pressure responses
- Reduction of GLP1Rs in the carotid body is associated with increased chemoreflex-evoked sympathetic drive in a model of cardiometabolic disease
- The carotid body has emerged as a potential therapeutic target to alleviate aberrant sympathetic activity in cardiorespiratory and metabolic disease. We discovered that GLP1Rs are expressed in the carotid body. Using a clinically approved GLP1R agonist, we have shown that activation of GLP1R in the carotid body suppresses carotid body-mediated cardiovascular and sympathetic responses. Further, we show that hyperglycemic-induced chemoreflex hyperreflexia is normalized by stimulation of the carotid body using a GLP1 receptor agonist. Previously, GLP1R agonists were associated with sympatho-excitation despite eliciting antihypertensive and cardioprotective effects as demonstrated in multiple randomized clinical trials. By directly measuring sympathetic nerve activity and using targeted drug delivery to the carotid body, we show a novel gut-brain axis leading to sympathoinhibition. The significance of our findings is 2-fold—our discovery serves to partly explain the antihypertensive and cardioprotective effects of GLP1R agonist therapy and may serve as a novel therapeutic target for controlling aberrant sympathetic activity in diabetes and hypertension.

Aberrant sympathetic nerve activity (SNA) is a hallmark of multiple cardiometabolic disorders including hypertension and type 2 diabetes (T2D),^3,4^ yet no current medication for either condition lowers sympathetic discharge. Carotid bodies (CBs) are polymodal sensors mediating the peripheral chemoreflex via powerful sympathetic activation. We have shown previously that hypertension is critically dependent on the CB input driving the increased sympathetic tone in spontaneously hypertensive rats^5,6^ and is ameliorated following CB ablation.^5,7^ Similarly, in patients with treatment-resistant hypertension or systolic heart failure, CB removal lowers BP and attenuates SNA,^8,9^ demonstrating the utility of therapies targeting the CBs for the treatment of sympathetically mediated cardiovascular disease.

Alongside their classical role in cardiorespiratory control, CBs are involved in whole body energy homeostasis and glucose sensitivity.^10–12^ Both hypo- and hyperglycemia significantly enhance the hypoxic ventilatory response in healthy volunteers^13^ while CB desensitization with hyperoxia attenuates this response.^14,15^ CB chemoreceptors also respond to insulin whereas hyperinsulinemia leads to CB overactivity in a model of metabolic syndrome.^16^ CB chemosensitivity is similarly shown to be increased in prediabetic patients^17^ suggesting a causal mechanism in the pathogenesis of increased SNA in T2D.^3^ Despite ongoing debate on the exact mechanism of glucose sensing in the CBs,^18^ it appears to be multimodal and incompletely defined, thus forming the basis of the present study.

Alongside hypertension, the SH rat exhibits multiple metabolic alterations including abnormal glucose metabolism, hyperinsulinemia, and insulin resistance.^19,20^ We hypothesized that this model would thus provide a unique system to study CB sensitization and sympathetic hyperactivity in the context of hypertension and metabolic disease. After all, CB denervation prevents hypercaloric diet-induced metabolic and hemodynamic alterations by reducing SNA.^16^ Thus, we sought to investigate other molecular targets implicated in energy metabolism, beyond glucose and insulin receptors, leading to sympathetic overactivity via CB sensitization.

Leading from a high-throughput transcriptomic screen, we identified the expression of GLP1R (glucagon-like peptide-1 receptor) in the CBs and show its reduced expression linked to increased sympathetic tone in the SH rat. GLP1 (glucagon-like peptide-1) is an incretin hormone secreted by the gut and a neuropeptide synthesized by proglucagon-expressing neurones in the brain. GLP1R agonists are widely used clinically for T2D treatment and have a well-document antihypertensive and cardioprotective effect, mechanistic basis of which is lacking. We show that upon activation, GLP1R in the CB chemoreceptors inhibits SNA and suppress the arterial BP response to peripheral chemoreflex stimulation in both euglycemic and hyperglycemic conditions. Together, this identifies a novel signaling circuit in which GLP1 prevents hyperglycemia-induced peripheral chemoreflex sensitization, and associated sympathetic overactivity, by peripheral chemoreceptor inhibition in a homeostatic response to high blood glucose.

## Methods

Detailed Materials and Methods and Major Resources Table are available in the Supplemental Material.

### Data Availability

RNA-seq raw sequence files and summarized read counts are publicly available at Gene Expression Omnibus under accession number: GSE178504

## Results

### Carotid Body Sensitization in SH Rat Is Linked to Altered GPCR Signaling

To elucidate global gene expression changes driving the sensitized state,^6,7^ we sequenced the polyadenylated transcriptomes of bilateral CB samples from age-matched (13 weeks old) male normotensive Wistar-Kyoto (WKY/NHsd) and spontaneously hypertensive rat (NHsd) rats (Figure 1A). 

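The CBs are small chemosensory organs at the fork of each common carotid artery. The left and right CBs of 6 WKY and 6 SH rats were sequenced separately, giving 24 libraries from 12 rats. The paper gives the age as 13 weeks, and the sample labels give 12 to 14 weeks. The authors aligned the reads with RNA-STAR and counted them on genes with featureCounts, and they deposited raw counts for 32623 rat Ensembl genes, without normalization. The genome build, the annotation release and the strand and multi-mapping settings are not stated in the text of the paper, so counts of genes with near-identical copies are uncertain. The left CBs of WKY rats had 9695625 to 11372821 counts (median 9937125.5) and the right CBs 9334257 to 11278996 (median 9759037.5). The left CBs of SH rats had 9198341 to 12503650 counts (median 9643071.5) and the right CBs 9357226 to 13655419 (median 10146342). Data Set 1 and Figure 1B hold 23 of these libraries. The right CB of SH rat 34 is in neither, and the text of the paper and the supplements read here give no reason for leaving it out. The Detailed Methods were not used here. That library had 10450867 counts. Values below are over the 23 libraries (12 WKY, 11 SHR) unless all 24 are named.
Counts were scaled with edgeR's TMM method, and genes with a mean normalized count above 10 were tested with edgeR's quasi-likelihood test, with the side of the CB as a covariate. The CBs of one rat are not independent animals, so means are given over rats, with the sides of each rat averaged first. The deposited counts carry identifiers and no gene symbols. Symbols came from the part of Data Set 1 read here, which ends after 1391 of its 14241 rows, holds only genes higher in SH rats and pairs 1273 identifiers with a symbol. The smallest log2 fold change in that part is 0.27. Genes lower in SH rats, and genes that differ less than this, are therefore mostly unnamed here.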

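Principal components were computed over the 500 genes of highest variance after DESeq2's variance-stabilizing transformation. PC1 held 43.6% of the variance and PC2 held 19%. On PC1, the WKY libraries lay between -9.90 and -2.72 and the SHR libraries between 1.87 and 8.64. The rats' mean PC1 score was -6.08 ± 1.46 (SD, n = 6) in WKY and 6.80 ± 1.51 (SD, n = 6) in SHR (two-sided exact permutation test, p = 0.00216, the smallest p that 6 rats against 6 allow). Along PC2, the left CB minus the right CB of the same rat was -0.548 ± 6.51 (SD, n = 11 rats with both sides; two-sided exact sign-flip permutation test, p = 0.767). The left CB scored above the right in 5 of these rats and below it in 6. The size of the difference between sides, whatever its sign, was 5.29 on average, and differences within rats made up 50.5% of the variance of PC2 over these rats, against 52.4% expected if the CBs of a rat were no more or less alike than any others. With all 24 libraries, PC1 held 66% of the variance and set the right CB of SH rat 34, at 73.9, apart from the other 23 libraries, at -11.3 to 6.25. The strains then differed on PC2, which held 15.2% (exact permutation test over rats, p = 0.00216), and not on PC1 (exact permutation test, p = 0.911). In that library Tg, a thyroid follicular cell marker, was at 7849 CPM, against at most 215 in the others. Chga, a glomus cell marker, was at 54.1 CPM, against 786 CPM in the left CB of that rat. What passes in the 23 libraries and not in all 24 is lost by adding this library, whose tissue was not settled.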

Principal component analysis revealed distinct separation between the SH and WKY samples (PC1=42%) with the second greatest source of variance (PC2=19%) attributable to sample laterality (ie, left versus right CB; Figure 1B). 

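Of the 14253 genes tested, 2861 had an adjusted p under 0.05 between SHR and WKY (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression was higher in SHR for 1459 of them and lower for 1402. This fit takes the left and right CBs of a rat as separate units. With counts summed per rat 2039 genes passed, and 2299 by voom with the rat as a random block. With all 24 libraries, 1482 genes passed, of which 1473 were among the 2861. Among the alternatives, the fit to the right CBs alone moved the count most, to 838 genes. Over all 14253 genes, called or not, and with the sides of each rat averaged, the 6 SH rats did not overlap with the 6 WKY rats in 1007 genes (7.07%), against 0.216% expected by chance, and in 734 (5.15%) over all 24 libraries. In 286 of the DEGs (132 higher and 154 lower in SHR) no SHR library overlapped with a WKY library, a count within genes already selected for a strain difference. Among these 286, Ifit1 (ENSRNOG00000019050) had the largest increase. It had 0 to 3 counts in each of the 12 WKY libraries and 283 to 686 in the 11 SHR libraries, which is at least 90.3-fold higher in every SHR library than a count of 3 would be in WKY. The right CB of SH rat 34 had 330 counts. Ifit genes have near-identical copies whose reads the counting could split. Chodl (ENSRNOG00000001915) had 4.61 ± 0.750 CPM (SD, n = 6 rats) in WKY and 58.9 ± 11.2 CPM (SD, n = 6) in SHR, a log2 fold change of 3.62 (standard error 0.108, adjusted p = 1.65e-20, edgeR). Of the genes lower in SHR, ENSRNOG00000030689 had 10 to 29 counts in each WKY library and 0 in each SHR library, the right CB of SH rat 34 included. Set against a count of 3 in SHR, it was at least 3.45-fold lower in SHR than in every WKY library, and at least 6.6-fold lower than in WKY on average. ENSRNOG00000060949 had a log2 fold change of -4.67 (standard error 0.202, adjusted p = 9.75e-17, edgeR). No table used here pairs these identifiers with a symbol.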

We identified a total of 2982 differentially expressed genes (DEGs, *P*.adj≥0.05, average read count across all groups (baseMean) >10) in the SH rat (Figure 1C, Data Set 1) and listed top DEGs based on IUPHAR/BPS categories highlighting potential druggable targets (Figure 1E, Table S9).

**Figure 1.**
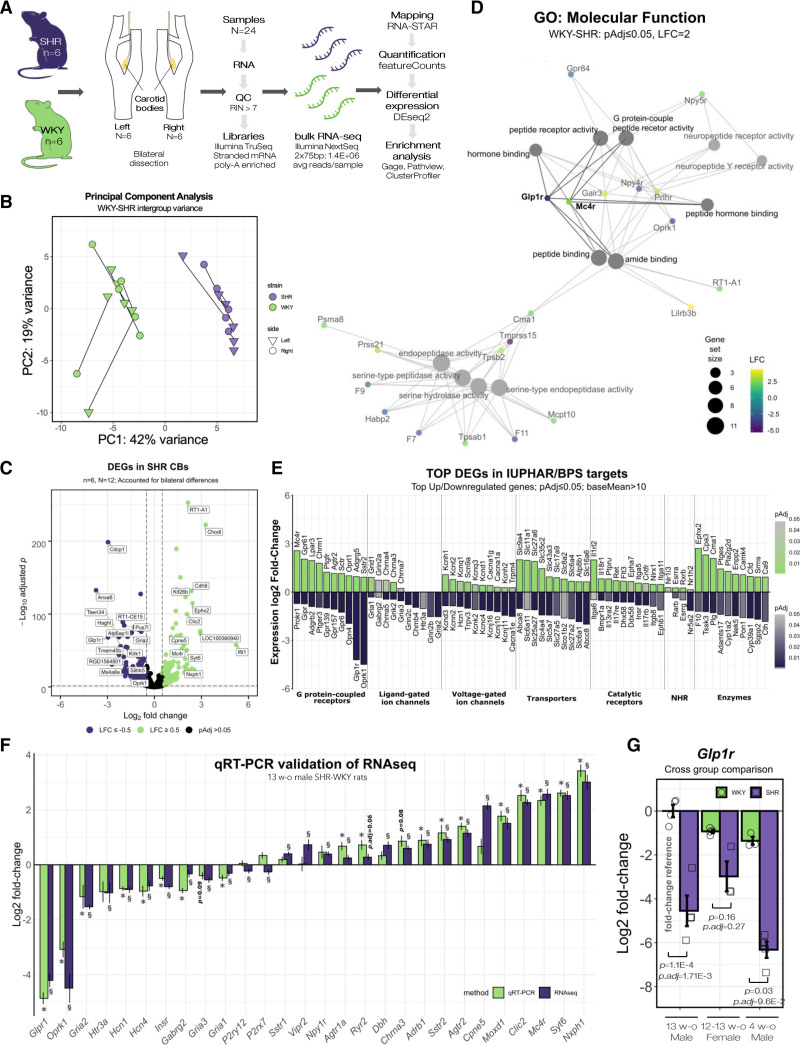
**Carotid body sensitization in SH rat is linked to altered GPCR signaling. A**, Transcriptomic study design. Bilateral carotid body (CB) samples were micro-dissected from age-matched (13 wk old) Wistar Kyoto rat (WKY)/NHsd and spontaneously hypertensive rat (SHR)/NHsd (n=6) rats. **B**, PCA plot showing distinct separation between SHR and WKY CB transcriptomes. Lines connect bilateral samples of the same animal. PC1 was attributable to strain while PC2 corresponded to sample laterality, that is, differences between sides within individuals. **C**, Volcano plot displaying differentially expressed genes (DEGs) between WKY and SHR. Dashed lines indicate LFC≥0.5 and *p*_adj_<0.05 cutoffs. **D**, Gene-concept network showing enriched GO molecular function terms. Node size and color gradient corresponds to the number and log_2_ fold-change of associated DEGs. **E**, Top 10 significantly upregulated and downregulated genes (by LFC) in SHR CBs based on IUPHAR/BPS targets. Color scale indicates *p*_adj_. Data presented in the figure are summarized in Table S9. **F**, RT-qPCR validation using an independent cohort of age-matched male WKY/NHsd and SHR/NHsd animals (n=6). Bars indicate LFC in SHR compared with WKY. Section sign (§) and asterisk (*) indicates whether expression change was significantly different in RNA-seq (^§^*p*_adj_<0.05; DEseq2, Benjamini-Hochberg correction) and RT-qPCR experiments (*P<0.05; Mann-Whitney *U*-test), respectively. Data presented in the figure is summarized in Table S10. **G**, *Glp1r* expression in male (13 wks, n=4), dioestrus female (12–13 wks, n=4), and prehypertensive male (4 wks, n=3) SHR/NHsd and WKY/NHsd CBs assessed by RT-qPCR. Data presented as relative fold-change compared with 13-wk-old Male WKY rats. Mean±SEM. Kruskal-Wallis test, Dunn post hoc test (Benjamini-Hochberg correction). NHR indicates nuclear hormone receptor.

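Figure 1E names 122 genes, of which 55 could be paired with an identifier in Data Set 1. Glp1r, Insr and Gipr, whose identifiers were found from the paper's printed values, are left out of these counts. All 55 are higher in SHR, since the symbols came from that part of Data Set 1, so the list is no test of direction. By edgeR's quasi-likelihood test, 53 of the 55 had an adjusted p under 0.05 over all genes tested. With counts summed per rat 47 passed, and over all 24 libraries 34. All 55 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The remaining genes were Grin2a, with a log2 fold change of 0.74 (standard error 0.269, adjusted p = 0.0503, edgeR), and Cntfr, with 0.52 (adjusted p = 0.0566, edgeR). Log2 fold changes of the genes higher in SHR ran from 0.28 to 2.71, with a median of 0.91. The part of Data Set 1 that gave the symbols holds no change below 0.27, which bounds this range from below. The highest was that of Ephx2, at 3.99 ± 0.925 CPM (SD, n = 6 rats) in WKY and 25.8 ± 1.43 CPM (SD, n = 6) in SHR. Agtr2, an angiotensin II receptor, was at 191 ± 32.7 CPM (SD, n = 6) in WKY and 432 ± 59.8 CPM (SD, n = 6) in SHR, and 0.248 CPM in the right CB of SH rat 34. Its adjusted p was 3.73e-07 over the 23 libraries and 0.113 over all 24 (edgeR). Nr1i3, the nuclear hormone receptor of the list that could be paired, differed less, at 10.0 ± 0.638 CPM (SD, n = 6) in WKY and 12.0 ± 1.65 CPM (SD, n = 6) in SHR. Its adjusted p was 0.0322 with libraries as the unit and 0.111 with counts summed per rat (edgeR).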

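Of the 28 genes in Figure 1F, 15 could be paired with an identifier, not counting Glp1r and Insr, and 14 of them had an adjusted p under 0.05 in the sequencing data by edgeR's quasi-likelihood test. Only genes higher in SHR by a log2 fold change of 0.27 or more could be paired, so this count does not speak for the whole list. The paired gene that did not pass was Ryr2, at 89.7 ± 16.1 CPM (SD, n = 6 rats) in WKY and 110 ± 15.2 CPM (SD, n = 6) in SHR (log2 fold change 0.28, standard error 0.114, adjusted p = 0.0873, edgeR). Without WKY rat 33 its adjusted p was 0.0237. Nxph1 had the largest increase of the paired genes, from 0.631 ± 0.249 CPM (SD, n = 6) in WKY to 5.10 ± 0.887 CPM (SD, n = 6) in SHR, a log2 fold change of 2.99 (standard error 0.280, adjusted p = 2.93e-09, edgeR). Syt6 rose from 2.77 ± 0.889 to 16.0 ± 2.69 CPM and Clic2 from 14.4 ± 2.74 to 70.2 ± 9.07 CPM (SD, n = 6 each). Sstr1 differed less, at 188 ± 24.4 CPM in WKY and 252 ± 16.5 CPM in SHR (SD, n = 6 each). Every SHR rat was above every WKY rat over the 23 libraries (exact permutation test, p = 0.00216). The right CB of SH rat 34 had 0.371 CPM of Sstr1. With all 24 libraries the adjusted p of Sstr1 rose from 7.13e-05 to 0.706 (edgeR). With all 24 libraries, 7 of the 15 passed. Dbh, for example, had 2.10 CPM in the right CB of SH rat 34 against 44.8 CPM in the left CB of that rat, and its adjusted p rose from 0.000627 to 0.148 (edgeR).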

To determine affected molecular pathways associated with increased drive from the CBs, we first performed gene-ontology (GO) and pathway analysis on highly DEGs (-2≤ Log2 fold-change [LFC] ≥2).

This identified terms related to GPCR (G protein-coupled receptor) signaling to be significantly enriched in the SH rat (Data Set 2). 

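At a log2 fold change of at least 2 in either direction, 93 genes passed (edgeR, adjusted p under 0.05), 33 higher and 60 lower in SHR. This imbalance was not found by DESeq2 (34 higher, 36 lower) or voom (34 higher, 37 lower). Nor was it found over all 24 libraries, where 73 genes passed (37 higher, 36 lower). It stayed in edgeR with no side covariate (31 higher, 60 lower) and with DESeq2's size factors (33 higher, 60 lower). Without the filter on the mean count, 321 genes passed, the largest number among the alternatives. In 17 of the 60, WKY rat 33 held over 50% of the summed WKY CPM, and 31 of the 60 passed without that rat. Leaving out WKY rat 32 kept 33 of the 60. The loss was not limited to WKY rats: 37 of the 60 passed without SH rat 31, 39 of the 60 without SH rat 37 and 41 of the 60 without SH rat 33. Over the 12 fits that each left out one rat, 31 to 57 of the 60 passed, and 28 to 33 of the 33 genes higher in SHR. Among the members that Data Set 2 lists for G protein-coupled peptide receptor activity, 1 of 8 could be paired with an identifier, Mc4r, and passed. Glp1r, another member, was found from the paper's printed values. The members that Data Set 2 lists were chosen by the study among DEGs of these same libraries, so how many pass is not independent evidence. No enrichment was computed, because most members could not be paired.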

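Peptide binding and amide binding have 9 listed members each at this threshold, and 3 of them could be paired with an identifier, the same genes in both. RT1-A1, a class I histocompatibility gene, had 136 ± 8.64 CPM (SD, n = 6 rats) in WKY and 635 ± 70.7 CPM (SD, n = 6) in SHR, a log2 fold change of 2.22 (standard error 0.0640, adjusted p = 1.45e-20, edgeR). The right CB of SH rat 34 had 451 CPM. RT1 genes have near-identical copies and vary between strains, so reads could be split between them or fit the reference differently in each strain. Cma1, a mast cell protease, had 0.606 ± 0.380 CPM (SD, n = 6) in WKY and 2.49 ± 0.770 CPM (SD, n = 6) in SHR, with raw counts of 0 to 15 and 11 to 58 per library. The other paired member, Mc4r, was higher in SHR. Glp1r, found from the paper's printed values, was lower.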

A gene-concept network indicated changes related to peptide and amide binding to be central to CB remodeling associated with its sensitization (Figure 1D). Next, enrichment analysis was performed for an extended list of DEGs (−0.5≤LFC≥0.5) to elucidate global network-level differences linked with hypertension and altered glucose metabolism. This identified Peptide binding (GO:0042277; *P.*adj=1.78×10^−6^) and Cation channel activity (GO:0005261; *P.*adj=1.68×10^−5^) as significantly enriched GO terms. 

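At a log2 fold change of at least 0.5, 935 genes passed (edgeR, adjusted p under 0.05), 392 higher and 543 lower in SHR. All 24 libraries together gave 638. The right CBs alone gave the smallest count, 529. Of the 44 peptide-binding genes in Data Set 2, 13 could be paired with an identifier in Data Set 1 (Glp1r, Insr and Gipr not counted) and all 13 passed the adjusted p threshold, which is not independent evidence, since the study took the members from its DEGs in these libraries. Over all 24 libraries 8 of the 13 passed. These 13, all higher in SHR, had a median log2 fold change of 1.11. Of the 45 cation channel genes, 12 could be paired and 10 passed, against 7 with counts summed per rat and 5 over all 24 libraries. Grin2a and Slc24a2 did not, the latter with a log2 fold change of 0.51 (adjusted p = 0.0665, edgeR). The paired channel genes had a median log2 fold change of 0.74. Kcnt2 rose from 3.42 ± 0.901 to 5.99 ± 0.515 CPM (SD, n = 6 rats each). Kcnh1 rose from 1.04 ± 0.392 to 2.27 ± 0.880 CPM (SD, n = 6 each), at 2 to 38 counts per library, and did not pass with either side alone or with all 24 libraries. The gene names cover mainly genes higher in SHR, so the direction within each term was not assessed.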

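Of the 37 genes listed for neuroactive ligand-receptor interaction, 19 could be paired with an identifier, and 18 of these had an adjusted p under 0.05 (edgeR). With counts summed per rat 15 passed, and with all 24 libraries 7. The study took the members of each list from its DEGs in these libraries, and Glp1r and Gipr are not counted. For calcium signaling, 15 of 27 genes could be paired and 13 passed. The count was also 13 with counts summed per rat, and 8 over all 24 libraries. Those that did not pass with libraries as the unit were Grin2a and Mylk3, the latter with a log2 fold change of 0.78 (adjusted p = 0.0569, edgeR). For GPCR ligand binding, 18 of 39 could be paired and 18 passed. The counts were 16 with counts summed per rat and 10 with all 24 libraries. For potassium channels, 3 of 16 could be paired and 3 passed, and 2 with counts summed per rat. Sstr2, a somatostatin receptor in the ligand-receptor lists, had 21.3 ± 2.14 CPM (SD, n = 6 rats) in WKY and 40.4 ± 5.65 CPM (SD, n = 6) in SHR. Lpar3, a lysophosphatidic acid receptor, had 1.05 ± 0.425 CPM in WKY and 3.92 ± 0.700 CPM in SHR (SD, n = 6 each).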

We further identified Neuroactive ligand-receptor interaction (rno04080, *P.*adj=2.0×10^−3^) and Calcium signaling (rno04020, *P.*adj=3.5×10^−2^) together with GPCR ligand binding (R-RNO-500792, *P.*adj=3.07×10^−3^) and Potassium Channels (R-RNO-1296071, *P.*adj=6.24×10^−3^) as significantly enriched KEGG and REACTOME pathways, respectively (Data Set 2).

Together, this identified multiple receptors involved in energy metabolism including Insulin receptor (*Insr*, LFC=−0.8, *P*.adj=1.69×10^−25^), glucagon-like peptide-1 receptor (*Glp1r*; LFC=−4.21, *P*.adj=1.03e-68), Gastric inhibitory polypeptide receptor (*Gipr*, LFC=-0.73, *P*.adj=1.8×10^−5^) and Melanocortin 4 receptor (*Mc4r*, LFC=2.57, *P*.adj=3.6×10^−39^) to be differentially expressed in association to CB sensitization (Figure 1C through 1E). 

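The receptors that follow were read from the deposited counts. Mc4r (ENSRNOG00000018692) is paired with its symbol in Data Set 1. The identifiers of Glp1r (ENSRNOG00000001152), Insr (ENSRNOG00000029986) and Gipr (ENSRNOG00000015860) were not paired in any table used here. Each is the 1 gene whose log2 fold change and adjusted p in a DESeq2 fit of the 23 libraries equal those printed in the paper, so that fit adds no evidence on these genes. The values per rat and from edgeR were computed for the genes found this way. Glp1r had 10.8 ± 1.17 CPM (SD, n = 6 rats) in WKY and 0.607 ± 0.280 CPM (SD, n = 6) in SHR, from 57 to 169 counts in each WKY library and 0 to 10 in each SHR library. Its log2 fold change was -4.17 (standard error 0.257, adjusted p = 3.71e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -4.40 and -4.06 when each rat was left out in turn. Insr had 76.5 ± 4.68 CPM in WKY and 44.7 ± 6.93 CPM in SHR (SD, n = 6 each), a log2 fold change of -0.80 (standard error 0.0702, adjusted p = 8.21e-10, edgeR). Every WKY rat exceeded every SHR rat for both genes (exact permutation test, p = 0.00216). Gipr had 14.3 ± 3.74 CPM in WKY and 8.47 ± 1.61 CPM in SHR (SD, n = 6 each), a log2 fold change of -0.72 (standard error 0.143, adjusted p = 0.000475, edgeR), and the rats of the strains overlapped (exact permutation test, p = 0.00866). Mc4r had 2.51 ± 0.459 CPM in WKY and 15.6 ± 4.73 CPM in SHR (SD, n = 6 each), a log2 fold change of 2.57 (standard error 0.188, adjusted p = 2.02e-11, edgeR).
With all 24 libraries, the log2 fold changes were -4.29 for Glp1r (adjusted p = 2.47e-10, edgeR), -0.88 for Insr (adjusted p = 1.38e-05, edgeR) and 2.43 for Mc4r (adjusted p = 4.43e-05, edgeR). That of Gipr was -0.85 and no longer passed (adjusted p = 0.052, edgeR), nor did it in the right CBs alone (adjusted p = 0.0626, edgeR). The right CB of SH rat 34 had 0 counts of Glp1r, Gipr and Mc4r and 127 of Insr. From its own analysis, without that library, the paper identifies Insr, Glp1r, Gipr and Mc4r as energy metabolism receptors whose expression differs in association with CB sensitization.

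**Figure D1:**
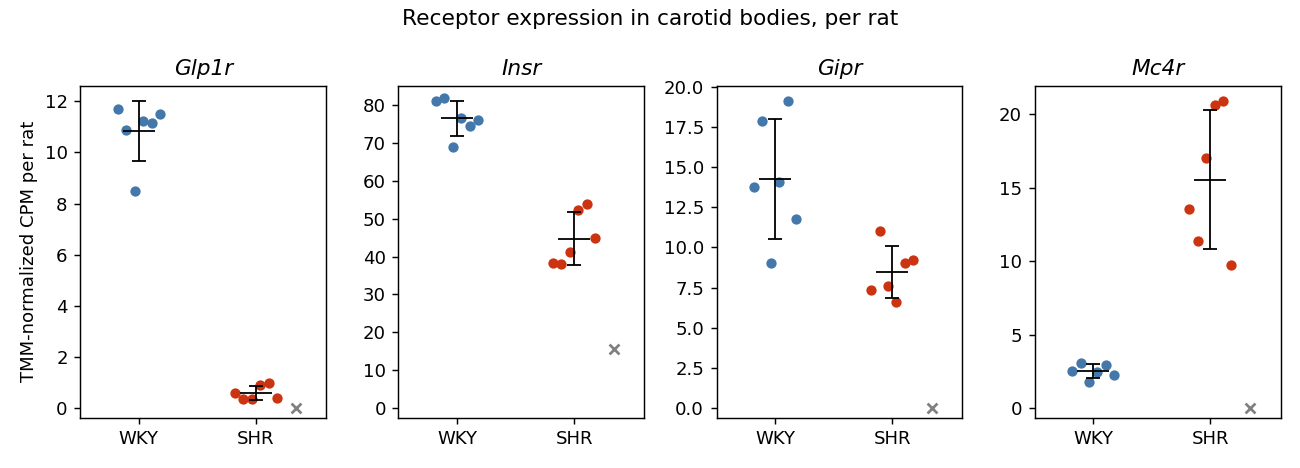
TMM-normalized CPM of Glp1r, Insr, Gipr and Mc4r per rat over the 23 libraries, with the sides of each rat averaged. Each filled point is a rat (6 WKY, 6 SHR), the horizontal mark is the mean, the error bar is the SD, and the grey cross is the right CB of SH rat 34, scaled with all 24 libraries. The strains do not overlap for Glp1r, Insr and Mc4r and overlap for Gipr.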

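Left and right CBs were compared within each strain by edgeR's quasi-likelihood test. In WKY, 0 of 14237 genes had an adjusted p under 0.05 and 284 had an unadjusted p under 0.05. In SHR, 0 of 14190 genes had an adjusted p under 0.05 and 781 had an unadjusted p under 0.05. With all 12 SHR libraries the count was also 0, and 700 genes had an unadjusted p under 0.05. In counts simulated with log2 changes of 1 or 2, the same test found 95.4% of 196 changed genes with 12 false calls for 6 left and 6 right libraries, and 93.9% with 6 false calls for 6 and 5. Smaller changes were not simulated. With left and right paired within each rat, 0 genes passed in WKY and 1 passed in SHR. This was ENSRNOG00000057880, named after its value was seen, with a log2 fold change of 0.58 (standard error 0.0761, adjusted p = 0.0255, edgeR), higher on the right in 5 of 5 rats. Its adjusted p without the pairing was 0.862 (edgeR). The interaction of strain and side, which tests whether the side difference differs between strains, gave 0 genes with an adjusted p under 0.05 and 438 with an unadjusted p under 0.05.

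**Figure D2:**
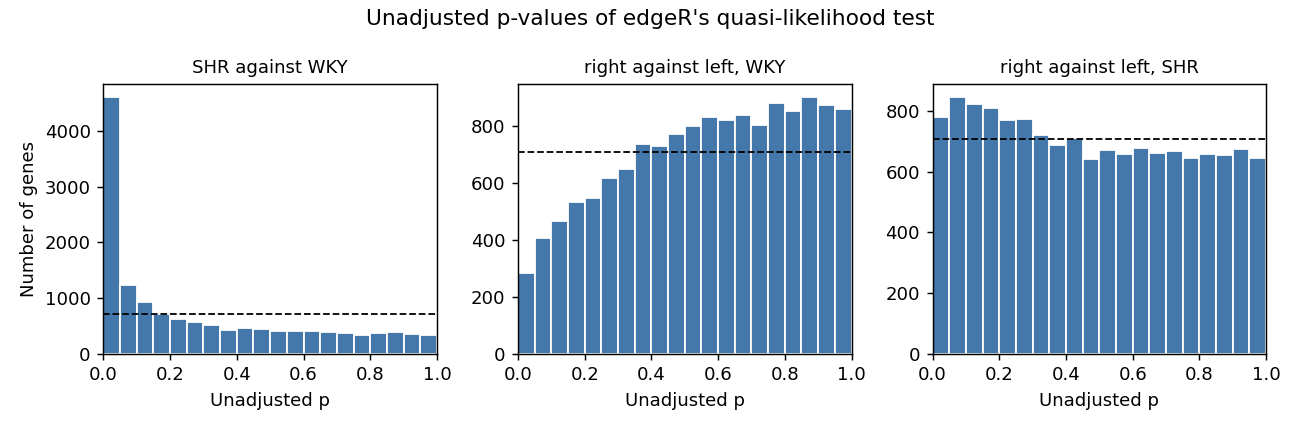
Number of genes by unadjusted p from edgeR's quasi-likelihood test, in bins of 0.05, for SHR against WKY and for right against left CBs within each strain. The dashed line is the count per bin if p were evenly spread. The first bin holds 4616 genes for the strains, 284 for the sides in WKY and 781 for the sides in SHR.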

No DEGs were detected between the bilateral samples of either strain. A full list of identified DEGs is provided in Data Set S1. Last, we validated low false discovery rate of our transcriptomic dataset in an independent cohort of age-matched male WKY and SH rats using RT-qPCR (Figure 1F; Figure S2, Table S10). In sum, high-throughput RNA profiling indicated changes related to GPCR and ion channel expression to be linked with CB sensitization driving the increased sympathetic tone in the SH rat.

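Of the 10 GPCRs in Figure 1E that could be paired with an identifier (Glp1r and Gipr not counted), 10 passed with libraries as the unit, 10 with counts summed per rat and 7 with all 24 libraries (edgeR, adjusted p under 0.05). Of the 10 voltage-gated ion channels, these counts were 10, 7 and 3, and of the 4 ligand-gated ion channels 3, 2 and 0. The median log2 fold change of those higher in SHR was 1.20 for the GPCRs, 0.44 for the voltage-gated and 0.74 for the ligand-gated channels. Whether the classes differ was not tested. Chrna3, a nicotinic receptor subunit, had 33.5 ± 3.16 CPM in WKY and 51.3 ± 7.67 CPM in SHR (SD, n = 6 rats each; exact permutation test, p = 0.00433), and 1.49 CPM in the right CB of SH rat 34.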

### GLP1R Are Expressed in Chemosensory Glomus Cells of the Carotid Body

Leading from gene enrichment results, we sought to characterize GPCRs associated with CB sensitization (Figure 1D and 1E). GPCRs are highly druggable, thus we focused on this network to identify potential therapeutic targets. We concentrated on GLP1 receptor (*Glp1r*) as it was highly downregulated indicating a potential functional role in the enriched GPCR signaling network in the SH rat. 

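Ranked by mean CPM over the 23 libraries, Glp1r lay at percentile 18.7 of the 14253 genes tested, and by its mean in WKY at percentile 27.6. For comparison, Insr lay at percentile 76.7 and Gipr at percentile 32.5 by their means in WKY, and Mc4r at percentile 9.11. The identifier of Glp1r was found from the paper's printed values. The highest SHR rat had 1.00 CPM and the lowest WKY rat 8.50 CPM. With counts summed per rat, the log2 fold change was -4.17 (standard error 0.205, adjusted p = 1.27e-10, edgeR).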

*Glp1r* was selected based on average expression in the CBs, large expression fold-change (Figure 1E; Data Set 1) and not being previously described in the context of peripheral chemoreflex despite established links with the circulatory system and sympathetic activity.^21^ Additionally, CBs are involved in glucose homeostasis,^10,11^ the primary role of gut-derived GLP1 system, further substantiating the selection of GLP1R for further study. First, we confirmed downregulation of *Glp1r* in an independent cohort of age-matched (12-14 week) hypertensive male (Figure 1F; Figure S2A) and female SH rats (Figure 1G). This indicated there to be no statistically significant differences between sexes of either strain while being significantly reduced in SH rats compared with sex- and aged-matched WKY controls. We further found *Glp1r* to be downregulated in CBs of prehypertensive (4 weeks old) SH rats (Figure 1G) suggesting a causal rather than a consequential change in relation to the development of excessive sympathetic activity in this model.^22^

Next, we characterized presence of GLP1R in the CBs using immunofluorescence and GLP1R antagonistic peptide label. For this, we used anti-GLP1R antibody (ab218532, Abcam), which we robustly validated for specificity in cultured cells and known sites of GLP1R expression (see Methods, Figures S3 and S5B). In WKY, GLP1R was detected in the TH-positive glomus cells and in association with a subset of endothelial cell marker (tomato lectin/lycopersicon esculentum lectin)-positive blood vessels (Figure 2A and 2B, Figure S4A). In contrast, GLP1R was localized solely to the glomus cell clusters in SH rats (Figure 2C and 2D, Figure S4B). We re-confirmed these results and showed accessibility of GLP1R antagonists to the CBs using a fluorescent GLP1R antagonistic peptide label LUXendin645.^23^ LUXendin645 labeling showed analogous pattern to the antibody staining in the CB (Figure S5). Intense labeling with LUXendin645 was localized to the chemosensory glomus cells in both strains. In contrast to normotensive WKY, no LUXendin645 labeling was associated with the Tomato lectin/lycopersicon esculentum lectin-positive vascular component in the SH rat (Figure S5A).

**Figure 2.**
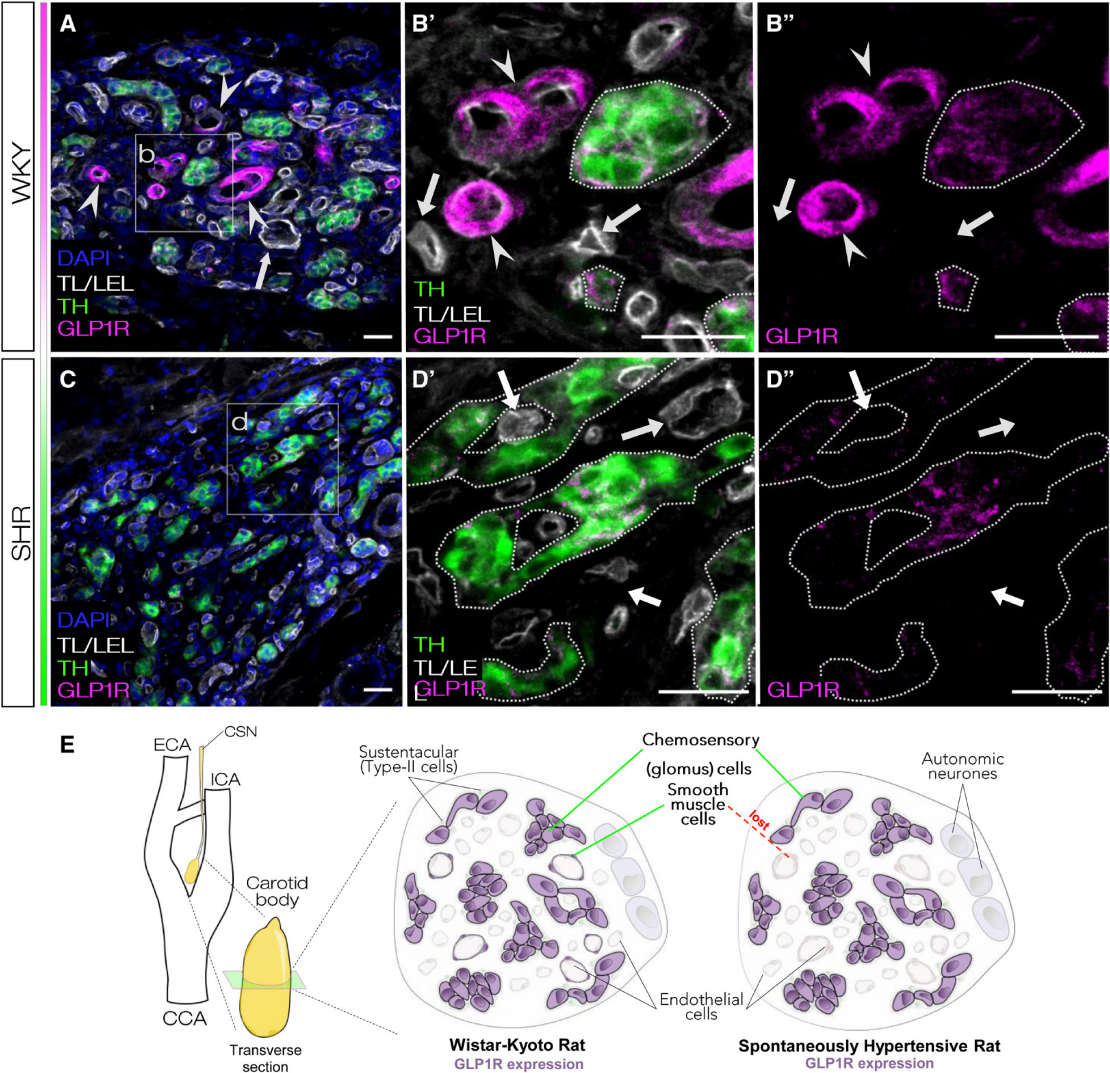
**GLP1 (glucagon like-peptide 1) receptors are expressed in chemosensory glomus cells of the carotid body. A** and **B**, GLP1R (glucagon like-peptide 1 receptor) were found to be present in the chemosensory glomus cells as shown by cross-immunoreactivity with glomus cell marker (TH). GLP1R was also expressed in a subset but not all blood vessels associated with tomato lectin/lycopersicon esculentum lectin (TL/LEL) signal in WKY carotid bodies (CBs). **C** and **D**, CBs of SH rats contained no GLP1R-immunoreactive blood vessels while expression in the chemosensory component was retained. **E**, Diagram summarizing GLP1R localization in rat CBs. In WKY, GLP1R is localized in chemosensory glomus cells and a subset but not all blood vessels. In SH rats, GLP1R is retained in the chemosensory component but is lost from the vascular component. Representative images selected based on GLP1R localization across all WKY and SHR samples (Figure S4). Magnified panels selected to highlight differences in GLP1R localization between WKY and SHR. Arrowheads—blood vessels expressing GLP1R; Arrows—blood vessels not expressing GLP1R. Images representative of n=3. Scale bar—20 µm. DAPI indicates 4′,6-diamidino-2-phenylindole; and TH, tyrosine hydroxylase.

Together, this shows that in rat CBs GLP1R is localized to the chemosensory glomus cells and a subset of blood vessels supplying the peripheral chemoreceptors (Figure 2E). Using 2 independent approaches, we show downregulation of *Glp1r* in the SH rat to originate from the loss of GLP1R production in the CB vascular component, similar to other vascular beds in this model.^24^

### GLP1R Modulate Basal Sympathetic Drive From Peripheral Chemoreceptors

Following the discovery of GLP1R expression in the CBs, we tested if pharmacological activation/inhibition of this receptor would affect the peripheral chemoreflex. We recorded thoracic sympathetic nerve activity (tSNA) and carotid sinus nerve activity using an in situ working heart-brainstem preparation (WHBP) (see Methods, Figure 3A). This permitted highly targeted drug administration to the CB via the internal carotid artery (Figure 3B) where drugs were subsequently washed away via the external carotid branch without accessing the brain and activating central GLP1 receptors.

**Figure 3.**
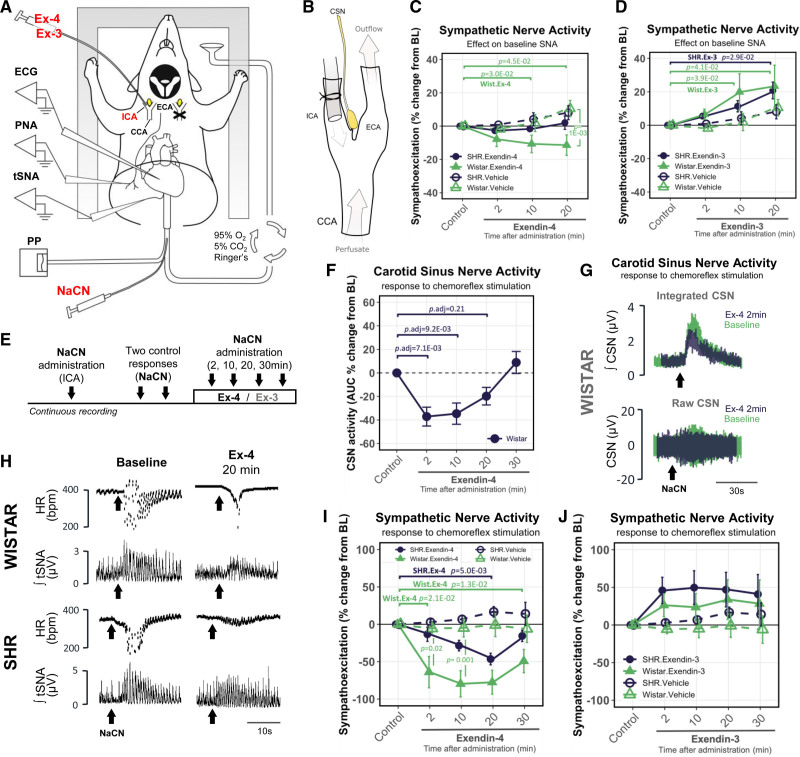
**GLP1 (glucagon-like peptide 1) receptors modulate basal and chemoreflex-evoked sympathetic nerve activity mediated by the peripheral chemoreceptors. A**, Diagram of in situ working heart-brain stem preparation (WHBP). Recordings were made unilaterally targeting the right carotid body (CB) while contralateral common carotid artery was occluded. NaCN was administered into the thoracic aorta to evoke peripheral chemoreflex response. **B**, Drugs were precisely administered to the CB via cannulated internal carotid artery (ICA). After accessing the CB, drugs were washed off via the external carotid artery (ECA) bypassing the brain. **C**, Changes in basal thoracic sympathetic nerve activity (tSNA) in response to Exendin-4 and (**D**) Exendin-3 administration in Wistar and SH rats. n=4. **E**, Experimental protocol for testing the peripheral CB chemoreceptor sensitivity over a series of chemoreflex challenges. **F**, Changes in carotid sinus nerve (CSN) activity in response to Exendin-4 administration in Wistar rats. n=6. Kruskal-Wallis test, Dunn’s post hoc test (Bonferroni correction). **G**, Raw and integrated chemoreflex-evoked CSN activity traces before and 2 min following Ex-4 administration. Representative traces selected based on similarity to average values obtained across all animals for control and 2 min timepoints. **H**, Representative traces of chemoreflex-evoked HR and integrated tSNA responses to NaCN at baseline and 20 min following Exendin-4 administration in Wistar and SH rats. Representative traces selected to best match the average values obtained across all animals. **I**, Changes in chemoreflex-evoked tSNA response following Exendin-4 (n=8) and (**J**) Exendin-3 (n=6) administration in Wistar and SH rats. Nonparametric Friedman test (within-group) and the Kruskal-Wallis test (between-group), Dunn’s post hoc test (Bonferroni correction). Arrows indicate NaCN bolus. Mean±SEM. PP indicates pulse pressure.

First, we determined that change in *Glp1r* expression compared with spontaneously hypertensive rat was similar in WKY and outbred Wistar rats used as controls (Figure S6B). Wistar controls were selected due to the known heterogeneity of WKY colonies around the world^25^ and being outbred served to better represent response heterogeneity within the human population. Consistent with previous reports, baseline tSNA was significantly higher in the SH compared with Wistar rats (Figure S6C).^26^ Administration of Exendin-4 (Ex-4; GLP1R agonist) to the CB reduced resting tSNA by −11.4±6.1% 20 minutes following administration in normotensive Wistar but not in the SH rat (Figure 3C, Table S2). Whereas blocking of GLP1R in the CB by use of Exendin-3 (9-39) amide (Ex-3; GLP1R antagonist) significantly increased resting tSNA by ≈20%–23% in both strains 20 minutes following administration (Figure 3D, Table S3). No significant change from baseline was detected in resting tSNA level using vehicle control in either strain.

Finding that Ex-3 potentiated resting tSNA hinted that GLP1 could be released within the CB to modulate its activity. To investigate this, we visualized biologically active GLP1 (7-36) amide in WKY and SH rats using immunofluorescence (Figure S7). GLP1-positive nerve fibers were scattered and entangled TH-positive glomus cells within the CBs. GLP1 signal was concentrated in structures resembling synaptic boutons and found in close association to GLP1R-positive chemosensory cells. No glucagon (*Gcg*) mRNA was detected in the CBs (Data set 1) indicating GLP1 to likely originate from petrosal afferents and/or superior cervical ganglion motor projections supplying the CBs.^27^ Together, these data show that GLP1R ligands suppress CB-driven sympathetic outflow and that GLP1 may be released in the CBs to modulate its activity.

### Activation of GLP1R in the Carotid Body Suppresses Chemoreflex-Evoked Sympathetic Activity

After showing that GLP1R modulate basal drive from the CBs, we tested if activation/inhibition of GLP1R would affect the peripheral chemoreceptor sensitivity. Sodium cyanide (NaCN) was used to chemically stimulate the peripheral chemoreflex as this treatment provides highly targeted, temporally controlled, and a quantifiable stimulus targeting specifically the CBs.^5,7^ Chemoreceptor sensitivity was measured as change in the magnitude of chemoreflex-evoked response to a supra-threshold, sub-maximal dose of NaCN (Figure S8) before and after drug administration. Peripheral chemoreflex was stimulated in a time-course experiment by a series of NaCN challenges after registering a pair of control responses (Figure 3E). In Wistar controls, Ex-4 significantly reduced the chemoreflex-evoked carotid sinus nerve outburst by −37.11% 2 minutes following administration (Figure 3F and 3G). Further, Ex-4 reduced the chemoreflex-evoked tSNA bursts by up to −79.6% compared with baseline response and peaked between 10 and 20 minutes after administration in Wistars (Figure 3H and 3I, Table S2). Consistent with reduced *Glp1r* expression, this effect was strongly reduced in the SH rat. Next, we applied Ex-3, which enhanced the chemoreflex-evoked tSNA response for the duration of the experiment (Figure 3J, Table S3) and did not differ between the strains. No change in chemoreflex-evoked tSNA responses were detected in both vehicle and time controls of either strain. Next, Ex-4 and Ex-3 were administered in sequence (Figure S6A). This indicated Ex-3 to overturn the Ex-4 inhibitory effect on chemoreflex-evoked tSNA response (Figure S6D, Table S4). No changes in phrenic nerve activity, respiratory rate, and pulse pressure were detected in response to Ex-4 and Ex-3 administration in either strain. Together, these data show that GLP1R activation in the CBs reduces peripheral chemoreceptor sensitivity and inhibits chemoreflex-evoked sympathetic activity selectively.

### GLP1R Agonists Attenuates Chemoreflex-Evoked Arterial Blood Pressure Response In Vivo

Next, we investigated if the peripheral chemoreflex inhibition is present following a systemic activation of GLP1R more comparable to a clinical setting. For this, we again tested the peripheral chemoreflex sensitivity using a series of NaCN challenges after Ex-4 administration (5 µg kg^−1^, IV) in conscious instrumented SH and WKY rats (Figure 4A; Table S1).

**Figure 4.**
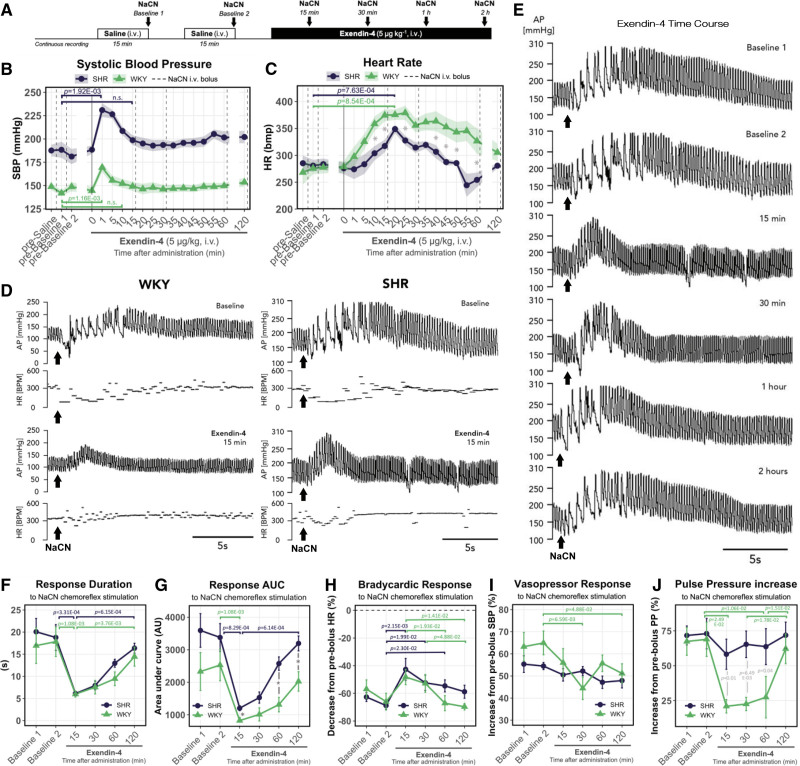
**Systemic GLP1 (glucagon-like peptide 1) receptor activation suppresses chemoreflex-evoked arterial BP response in vivo. A**, Experimental protocol for testing peripheral chemosensitivity in vivo. **B**, Resting systolic BP and (**C**) HR responses to Exendin-4 (5 µg kg^−1^, IV) administration. Dotted lines indicate chemoreflex stimulus (NaCN). Solid line indicates Exendin-4 administration. **D**, Representative traces of chemoreflex-evoked BP and HR responses before and 15 min after Exendin-4 administration in SH and WKY rats. Traces for SH and WKY are shown on different scales to highlight the chemoreflex-evoked responses in normotensive conditions. Representative traces selected to best match the average values across all animals in each group as shown in **F–J**. **E**, Representative time-course traces of chemoreflex-evoked BP responses following Exendin-4 administration. Representative traces of this specific SH rat selected to best match the average values across all animals as shown in **F** and **G**. **F**, Changes in chemoreflex-evoked BP response duration and (**G**) area under curve following Exendin-4 administration. Exendin-4 effect on chemoreflex-evoked (**H**) bradycardic, (**I**) vasopressor, and (**J**) pulse pressure (PP) increase responses. Bradycardic response (**H**) measured as the maximum drop in HR in response to chemoreflex stimulation (NaCN). Values expressed as percentage decrease compared with average HR prior the chemoreflex stimulation. Pressor response **I** measured same as **H** but for maximum increase in systolic BP. PP response **J** measured same as **H** but for maximum increase in PP during the post-peak period of the pressor response (devoid of bradycardic episodes). Kruskal-Wallis, Dunn’s post hoc test with Bonferroni correction. n=6. Mean±SEM. Arrows indicate NaCN bolus. *P<0.05.

GLP1R agonists have well-documented cardiovascular effects, thus we first assessed Ex-4 action on basal hemodynamic parameters (Figure S10). In line with previous reports,^28^ Ex-4 produced an acute and transient rise in resting BP that returned to baseline at first chemoreflex challenge timepoint (Figure 4B). Ex-4 also produced a delayed ramp up in resting heart rate that peaked between 15 and 30 minutes post-administration (Figure 4C), likely originating from direct sinoatrial node activation and/or decreased cardiac vagal outflow.^29,30^

Next, we assessed Ex-4 effects on the peripheral chemoreflex. Ex-4 powerfully suppressed, although not completely abolished, the chemoreflex-evoked arterial blood pressure response (Figure 4D). This effect was transient and coincided with Ex-4 elimination time reported by previous pharmacokinetic studies^31^ (Figure 4E). First, 15 minutes following Ex-4 administration the duration and area under curve of the chemoreflex-evoked BP response was reduced by >65% in both strains (Figure 4F and 4G). Ex-4 also transiently attenuated the chemoreflex-evoked vasopressor response by 30.7% 30 minutes following administration in the WKY but not in the SH rat (Figure 4I). Further, Ex-4 alleviated the chemoreflex-evoked bradycardic response in both strains (Figure 4H). This effect displayed no interstrain differences and peaked at 15 minutes after Ex-4 administration (Figure 4E). Peripheral chemoreflex stimulation induced a transient widening of pulse pressure (PP) most prominent during the post-peak period of the response (Figure 3D and 3E). Fifteen minutes after Ex-4 administration, this effect was reduced by 19.5% and 69.3% in SH and WKY strains, respectively (Figure 4J). Suppression of the PP widening was greatly reduced in the SH rat. No differences were detected between any of the baseline responses.

Last, using spectral analysis of systolic BP variability and heart rate variability we investigated whether peripheral chemoreflex suppression resulted in reduced sympathetic drive (Figure S11). Ex-4 administration reduced the sympathetic vasomotor tone as indicated by a reduction in low frequency (LF) domain of systolic BP variability (Figure S11D). Similarly, spectral analysis of heart rate variability indicated cardiac autonomic balance to be shifted toward reduced sympathetic influence as indicated by a decrease in LF:HF ratio in response to Ex-4 (Figure S11I). In stark contrast, no changes in baroreflex sensitivity were induced by Ex-4 in either strain (Figure S10H). Together, these data show that Exendin-4 acutely suppresses the peripheral chemoreceptors in vivo.

### Activation of Carotid Body GLP1 Receptors Eliminates Glucose Evoked Sympathetic Sensitization

The CBs are implicated in systemic glycemic control and respond to changes in blood sugar levels.^12,13^ To explain the physiological role of CB chemoreceptor inhibition via GLP1R, we investigate the interplay between the chemosensory GLP1R activation and sympathetic sensitization to glucose using WHBP (Figure 3A). For this, we simultaneously increased the glucose concentration in the circulating Ringer’s solution from 10 to 30 mmol L^−1^ (Figure 5A and 5D) and administered either Ex-4 or sham (saline) to the CB (Figure 3B). Increase in glucose concentration alone resulted in chemosensory sensitization as shown by an increase in basal tSNA drive by 23.7% and 37.8% in Wistar and SH rats, respectively (Figure 5B and 5C, Table S5). Increased glucose concentration also augmented chemoreflex-evoked tSNA response in Wistar (87.2%) and SH rats (47.3%) (Figure 5E and 5F). Remarkably, simultaneous administration of Ex-4 counteracted the hyperglycemia-induced peripheral chemosensory sensitization and normalized to baseline levels both resting and chemoreflex-evoked tSNA responses in both strains (Figure 5B, 5C, 5E, and 5F; Table S5).

**Figure 5.**
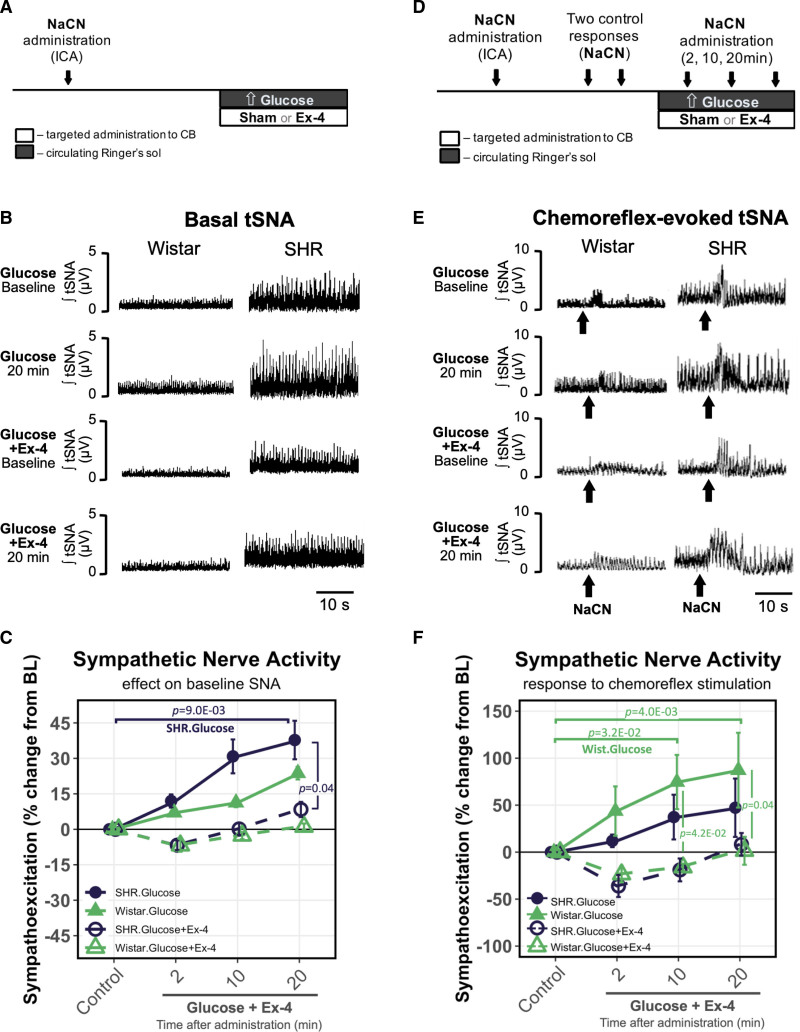
**Activation of carotid body GLP1 (glucagon-like peptide 1) receptors eliminates glucose-evoked sympathetic sensitization. A**, Experimental protocol for testing high-glucose and Ex-4 effects on basal thoracic sympathetic nerve activity (tSNA). Glucose concentration was increased in circulating Ringer’s solution from 10 to 30 mmol/L while simultaneously administering either sham or Ex-4 to the carotid body (CB) as shown in Figure 3B. **B**, Representative traces of Exendin-4 effect on basal tSNA at baseline and 20 min following hyperglycemic stimulus in Wistar and SH rats. **C**, Changes in basal tSNA in response to hyperglycemic stimulus with and without Exendin-4. High-glucose alone resulted in peripheral chemosensory sensitization that was normalized by Ex-4 administration to the CB. Wistar n=4; SHR n=5. **D**, Experimental protocol for testing high-glucose and Ex-4 effects on chemoreflex-evoked tSNA. After 2 similar control responses to NaCN, hyperglycemic stimulus and Ex-4 was administered simultaneously as detailed in **A**. **E**, Representative traces of Exendin-4 effect on chemoreflex-evoked tSNA at baseline and 20 min following hyperglycemic stimulus in Wistar and SH rats. Arrows indicate NaCN bolus. **F**, Changes in chemoreflex-evoked tSNA in response to hyperglycemic stimulus with and without Exendin-4. High glucose–induced peripheral chemoreflex sensitization was normalized by Ex-4. n=4. Representative traces shown in **B** and **E** were selected to best match the average values across all animals in each group as shown in **C** and **F**, respectively. Nonparametric Friedman test (within-group) and the Kruskal-Wallis test (between-group), Dunn’s post hoc test (Bonferroni correction). Mean±SEM.

### GLP1 Receptors Are Expressed in Human Carotid Bodies

If the described sympathoinhibitory effect on peripheral chemoreflex is to be considered in humans, then it is essential to assess whether GLP1R expression in the CBs is conserved across species. CBs were obtained from human cadavers and GLP1R expression was determined on mRNA and protein levels. *GLP1R* mRNA was detected in all samples (n=5) and presented in relation to the housekeeping (*GAPDH*) and chemosensory cell marker (*TH*) gene expression (Figure 6A). Next, we assessed the production of GLP1R by immunohistochemistry (n=1) using previously validated anti-GLP1R (ab218532) antibody (Figure S3). We confirmed GLP1R to be localized to chemosensory glomus cells and overlap with pan-neuronal marker UCHL1 (Figure 6C). Expression pattern in humans paralleled that observed in SH rats (Figure 2) as no GLP1R immunoreactivity was observed in association to tomato lectin/lycopersicon esculentum lectin-positive vascular components. Together, these data demonstrate that GLP1R is present in human CBs with important therapeutic implications considering the use of GLP1R agonists.

**Figure 6.**
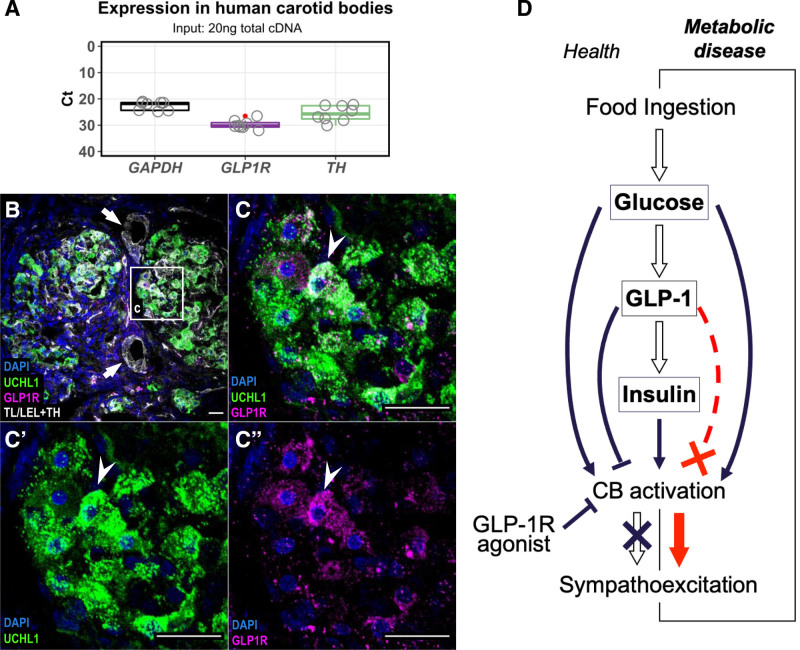
**GLP1 (glucagon-like peptide 1) receptor expression in human carotid bodies. A**, *GLP1R* mRNA expression in human carotid bodies (CBs) assessed by RT-qPCR. Expression presented as Ct values in comparison to housekeeping (*GAPDH*) and reference (*TH*) genes. All reactions were performed on the same plate. *TH* – Tyrosine Hydroxylase; Boxplot hinges represent interquartile range (IQR=Q3–Q1). Red dot indicates an outlier (Q3+1.5*IQR). n=5. **B** and **C**, Localization of GLP1R in human CBs. GLP1R immunoreactivity (magenta) was detected in chemosensory glomus cells marked by UCHL1 (green). Arrows indicate blood vessels devoid of GLP1R immunoreactivity. Arrowhead indicates GLP1R-positive chemosensory glomus cell. n=1. Representative image selected best demonstrating GLP1R localization in a well-defined chemosensory glomus cell cluster. Scale bar—20 µm. **D**, Schematic model of GLP1 action on CBs in regulating sympathetic activity. Upon food ingestions, rise in blood glucose activates the CBs leading to sympathoexcitation and stimulates release of GLP1 from intestinal L-cells. GLP1 mediates insulin secretion which additively stimulates the CB chemoreceptors. GLP1 inhibits the chemosensory CB cells counteracting the sympathoexcitation to elevated levels of glucose and/or insulin in normal physiological context. Disruption of the GLP1 inhibitory component leads to aberrant sympathoexcitation as shown in the SH model. Treatment with GLP1R agonists act to reduce sympathetic activity by suppressing the peripheral chemoreflex drive from the CBs. TL/LEL indicates tomato lectin/lycopersicon esculentum lectin; and UCHL1, ubiquitin carboxy-terminal hydrolase L1.

## Discussion

Here, we describe GLP1R expression in the CBs and show it to be implicated in the peripheral chemoreflex sensitization in conditions of elevated BP and altered glucose metabolism. By use of selective GLP1R agonist/antagonist delivered focally to the CB, we demonstrate that both exogenous and endogenous ligands acting on GLP1R modulate tSNA via CB chemoreceptor inhibition. We further show that activation of GLP1R in the CBs attenuates its reflex sensitivity and reduces tonic afferent drive from the peripheral chemoreceptors in a homeostatic response to high glucose. Finally, we demonstrate that this inhibitory effect is present following a systemic administration of GLP1R agonists in vivo. To explain these data, we propose a novel mechanism by which in health GLP1 acts to prevent chemoreflex-mediated sympathetic activation in response to increased levels of glucose, and/or insulin, during the postprandial period, and leading to aberrant sympathetic outflow in metabolic dysfunction (Figure 6D).

Our data indicate decreased production of GLP1R in CBs to be linked to sympathetic hyperactivity in the SH rat. This is shown by a higher basal tSNA (Figure 3C) and augmented chemoreflex-evoked tSNA (Figure 3I) responses following Exendin-4 administration in SHR versus Wistar rat. Interestingly, the effects of GLP1R activation on chemoreflex-evoked responses were partly retained in the SH rats despite substantially lower *Glp1r* expression in the CBs. Further analysis revealed that in the SH rat GLP1R is lost from the media of blood vessels supplying the CBs similar to renal vasculature in this model,^24^ however, is retained in the chemosensory glomus component explaining the retained chemosensory suppression by GLP1R agonist. It is possible that loss of GLP1R in the CB vasculature contributes to enhanced chemoreflex gain as reduced CB blood flow was previously shown to augment peripheral chemosensitivity.^32^ Importantly, when using the reduced WHBP preparation, drugs were administered unilaterally into the internal carotid artery (Figure 3B) as a concentrated bolus (30 μL); this way after accessing the CB, any agents were washed away into a large volume (200 mL) of recirculating perfusate preventing activation of brain GLP1R. The WHBP is also devoid of the gastrointestinal tract, adrenal glands, kidneys, and pancreas (Figure 3A) restricting response specificity to the CB. Additive inhibitory effects of secondary messengers such as ANP (atrial natriuretic peptide),^33^ which were previously shown to be released in response to systemic GLP1R stimulation cannot be completely ruled out.^34^ However, this is unlikely due to precise drug administration and its rapid dilution in a large volume. The finding that Exendin-4 reduced the duration and overall magnitude of the chemoreflex-evoked BP response in unanesthetized, freely moving animals (Figure 4) parallels the WHBP data and demonstrates that the peripheral chemoreflex suppression is present with systemic GLP1R activation. Chemoreflex bradycardia was also attenuated by Exendin-4 (Figures 3H and 4D); however, this effect was short lived (Figure 4I) and variable using WHBP (Figure S6E). We also failed to see any modulation of the chemoreflex-evoked tachypnea. We explain this by the ribbon cable hypothesis in which subsets of glomus cells expressing GLP1R may be connected to distinct reflex pathways.^35^ Together, our data indicate that activation of GLP1R in the CBs preferentially modulates the sympathetic chemoreflex responses. This is supported by our finding that Exendin-4 reduced the basal sympathetic vasomotor tone in association to suppressing the peripheral chemosensory drive.

Conflicting data exist regarding the effects of GLP1R agonists (GLP1RAs) on sympathetic activity. Several studies have shown that acutely GLP1RAs activates the sympathetic nervous system both in experimental models^29,36–38^ and humans.^39^ However, prolonged treatment with GLP1RAs in T2D patients have an established antihypertensive effect and reduces risk of major adverse cardiovascular events^40^ making chronic sympathoexcitation unlikely. This discrepancy is thought to arise from interspecies differences; however, a definite mechanism for the antihypertensive/cardioprotective effect of GLP1RAs in humans is lacking.^41,42^ Previously, liraglutide, a long-acting GLP1RA, was shown to reduce BP via indirect action of ANP^34^; however, reports in healthy volunteers^43^ and T2D patients^44^ found no evidence of GLP1–ANP axis in humans. The antihypertensive effect of GLP1RAs also cannot be attributed to weight loss as it occurs early after the start of treatment^42^ suggesting alternative mechanism/s must be involved to explain the BP reduction. Recent report using SH rats showed 14 days treatment with liraglutide to alleviate hypertension and reduce markers of neural activation in brain regions associated with sympathetic activity, despite showing an opposite pattern of brain activation acutely.^45^ Another study in SH rats reported 28-day treatment with Exendin-4 to markedly reduce BP by 12±1 mm Hg.^46^ Considering that hypertension is critically dependent on CB input in this model,^7^ and in the light of our results, the observed BP reduction in both studies is likely to have involved a tonic inhibition of the CBs leading to reduced sympathetic drive.

The interplay between neuronal (central) and gut-derived (peripheral) GLP1 systems is not fully understood, making it difficult to pin down the discrete circuits involved in a systemic response to GLP1RAs. Recently, it was shown that peripheral GLP1 can suppress eating by activating nodose vagal afferents projecting to the nucleus tractus solitarius (NTS), independently from GLP1R neurones located in the brain.^47^ Similarly, we expand this concept to include a novel gut–carotid body–NTS pathway in which peripheral GLP1 sensing modifies centrally mediated sympathetic responses in metabolic homeostasis.^35^ Alongside their classical role in oxygen sensing, CBs are involved in whole body energy homeostasis and glucose sensitivity.^10,11^ It was shown that in healthy volunteers, hyperglycemic clamp augments the hypoxic ventilatory response (HVR),^13^ while glucose ingestion acutely increases SNA and is attenuated by desensitization of CBs using hyperoxia.^48^ We hypothesized that if in normal physiological conditions, GLP1 is released in response to increased levels of blood glucose, it could function to counteract the glucose mediated CB activation. Our data support this mechanism as Exendin-4 administration to the CB prevented hyperglycemia-evoked sympathetic sensitization in situ (Figure 5). If not the glucose, peripheral chemoreflex suppression by GLP1 could also function to prevent insulin or leptin mediated long-term chemosensory sensitization.^16,49^ In either case, alterations to the proposed mechanism would lead to aberrant sympathetic activation as seen in the SH rat (Figure 6D).

Finally, the presence of GLP1R in human CBs (Figure 6) opens a possibility that the antihypertensive/cardioprotective effect of GLP1RAs in T2D patients^42^ may in part be attributed to the inhibition of chemosensory drive from the CBs. Sympathetic activity^3^ and peripheral chemosensitivity^17^ have been shown to be increased while GLP-1 signaling is altered in T2D.^50^ Thus, the GLP1-CBs pathway may serve as a novel therapeutic target for controlling sympathetic activity in metabolic disease states as well as hypertension. Noteworthy, etiology of human hypertension is more diverse than that in spontaneously hypertensive rat in which it is primarily neurogenic. Further exploration of the discovered pathway in other model systems of hypertensive chemosensory sensitization (salt-sensitive, Goldblatt, diet-induced) is thus warranted. Taken together, this supports the undertaking of a proof-of-concept clinical study to test the inhibitory effects of GLP1-RAs on peripheral chemosensitivity.

A limitation of the current study is that we describe an acute effect of GLP1R-mediated peripheral chemoreflex suppression leading to reduced sympathetic activation. Whether prolonged treatment with GLP1RAs elicits the same effect remains to be demonstrated experimentally. Another limitation is that we pharmacologically stimulated GLP1R, and whether circulating GLP1 would elicit the same effect remains to be clarified. However, such a mechanism is not relevant for the treatment with GLP1RAs, which is when the antihypertensive/cardioprotective effects (and peripheral chemoreflex suppression) become important. Thus, our data support the use of GLP1RAs as potential therapeutics for the treatment of excessive sympathetic activity in T2D with hypertension; this remains to be tested.

## Article Information

### Acknowledgments

We are grateful to University of Bristol Genomics Facility, Wolfson Bioimaging Facility and ASU for their support and assistance in this work. We also thank Dr Ben J. Jones (Imperial College London) for the kind gift of CHO-K1-SNAP_GLP1R cells.

### Sources of Funding

British Heart Foundation (FS/17/60/33474); Health Research Council of New Zealand (19/687); BBSRC (BB/R016879/1); The Leverhulme Trust (RPG-2017-287); D.J. Hodson was supported by MRC (MR/N00275X/1 and MR/S025618/1) Project and Diabetes UK (17/0005681) Project Grants. This project has received funding from the European Research Council (ERC) under the European Union’s Horizon 2020 research and innovation programme (Starting Grant 715884 to D.J. Hodson).

### Disclosures

J. Broichhagen and D.J. Hodson have a licensing deal with Celtarys Research for production and supply of LUXendins and other fluorophore-conjugated peptidic pharmacophores

### Supplemental Material

Detailed Materials and Methods

Figures S1–S11

Tables S1–S10

Data Sets 1 and 2

References 51–55

## Supplementary Material

# Supplementary material for: GLP1R Attenuates Sympathetic Response to High Glucose via Carotid Body Inhibition
**Source:** Circ Res. 2022 Feb 1;130(5):694–707. doi: 10.1161/CIRCRESAHA.121.319874
**Supplement:** Supplementary file 3

### Major Resources Table

In order to allow validation and replication of experiments, all essential research materials listed in the Methods should be included in the Major Resources Table below. Authors are encouraged to use public repositories for protocols, data, code, and other materials and provide persistent identifiers and/or links to repositories when available. Authors may add or delete rows as needed.

#### Animals (in vivo studies)

| Species                  | Vendor or Source   | Background Strain                                 | Sex             | Persistent ID / URL                                                                                                                                                         |
|--------------------------|--------------------|---------------------------------------------------|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Rattus norvegicus</i> | Envigo, UK         | Spontaneously hypertensive inbred rats (SHR/NHsd) | Male/<br>Female | <a href="https://www.envigo.com/model/shr-nhsd?selctry=U.K.&amp;ctry=">https://www.envigo.com/model/shr-nhsd?selctry=U.K.&amp;ctry=</a>                                     |
| <i>Rattus norvegicus</i> | Envigo, UK         | Wistar Kyoto inbred rats WKY/NHsd                 | Male/<br>Female | <a href="https://www.envigo.com/model/wky-nhsd">https://www.envigo.com/model/wky-nhsd</a>                                                                                   |
| <i>Rattus norvegicus</i> | Charles Rivers, UK | Wistar IGS Rat Outbred (CrI:WI)                   | Male            | <a href="https://www.criver.com/products-services/find-model/wistar-igs-rat?region=3671">https://www.criver.com/products-services/find-model/wistar-igs-rat?region=3671</a> |

#### Genetically Modified Animals

|                 | Species | Vendor or Source | Background Strain | Other Information | Persistent ID / URL |
|-----------------|---------|------------------|-------------------|-------------------|---------------------|
| Parent - Male   |         |                  |                   |                   |                     |
| Parent - Female |         |                  |                   |                   |                     |

#### Antibodies

| Target antigen                                                                                                                                  | Vend or or Source | Catalog # | Working concentration          | Lot # (preferred but not required) | Persistent ID / URL                                                                         |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-------------------|-----------|--------------------------------|------------------------------------|---------------------------------------------------------------------------------------------|
| GLP1R mouse, rat;                                                                                                                               | Abcam             | ab218532  | IHC:<br>1:500<br>WB:<br>1:1000 |                                    | <a href="http://antibodyregistry.org/AB_2864762">http://antibodyregistry.org/AB_2864762</a> |
| Glucagon-like peptide 1 receptor epitope: aa 24-145; 24467746 human, primate                                                                    | DSHB              | MAB3F52   | ICC:<br>1:30                   |                                    | <a href="http://antibodyregistry.org/AB_2618100">http://antibodyregistry.org/AB_2618100</a> |
| Tyrosine Hydroxylase (TH, Tyrosine Monooxygenase) chicken/avian, fish, human, mouse, other, rat, simian, xenopus, chicken, human, mouse, monkey | Millipore         | MAB318    | IHC:<br>1:500                  |                                    | <a href="http://antibodyregistry.org/AB_2201528">http://antibodyregistry.org/AB_2201528</a> |

DOI [to be added]

|                                                                                                                                                                       |                  |            |                |  |                                                                                                                                         |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------|------------|----------------|--|-----------------------------------------------------------------------------------------------------------------------------------------|
| Tyrosine Hydroxylase antibody - Neuronal Marker mouse, rat, human, mouse, rat                                                                                         | Abcam            | ab113      | IHC:<br>1:500  |  | <a href="http://antibodyregistry.org/AB_297905">http://antibodyregistry.org/AB_297905</a>                                               |
| mouse anti-GLP-1(7-36) amide (NBP2-23558, Novus Biologicals); reactivity human, mouse, mammal                                                                         | Novus-bio        | NBP2-23558 | IHC:<br>1:200  |  | <a href="https://www.novusbio.com/products/glp1-antibody-4_nbp2-23558">https://www.novusbio.com/products/glp1-antibody-4_nbp2-23558</a> |
| PGP9.5 antibody [13C4 / I3C4] - Neuronal Marker sheep, mouse, rat, canine, guinea pig, human, porcine, rabbit, human, mouse, rat, dog, guinea pig, pig, rabbit, sheep | Abcam            | ab8189     | IHC:<br>1:1000 |  | <a href="http://antibodyregistry.org/AB_306343">http://antibodyregistry.org/AB_306343</a>                                               |
| Donkey Anti-Mouse IgG (H+L) Antibody, Alexa Fluor 488 Conjugated                                                                                                      | Molecular Probes | A21202     | IHC:<br>1:500  |  | <a href="http://antibodyregistry.org/AB_141607">http://antibodyregistry.org/AB_141607</a>                                               |
| Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568                                                                                   | Molecular Probes | A11031     | IHC:<br>1:500  |  | <a href="http://antibodyregistry.org/AB_144696">http://antibodyregistry.org/AB_144696</a>                                               |
| Anti-Rabbit IgG (H+L), highly cross-adsorbed, CF™ 633 antibody produced in donkey                                                                                     | Sigma-Aldrich    | SAB4600132 | IHC:<br>1:500  |  | <a href="https://www.sigmaaldrich.com/GB/en/product/sigma/sab4600132">https://www.sigmaaldrich.com/GB/en/product/sigma/sab4600132</a>   |
| Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568                                                                                | Molecular Probes | A10042     | IHC:<br>1:500  |  | <a href="http://antibodyregistry.org/AB_2534017">http://antibodyregistry.org/AB_2534017</a>                                             |
| Donkey Anti-Rabbit IgG (H+L) Antibody, Alexa Fluor 488 Conjugated                                                                                                     | Molecular Probes | A21206     | IHC:<br>1:500  |  | <a href="http://antibodyregistry.org/AB_2535792">http://antibodyregistry.org/AB_2535792</a>                                             |
| Anti-Mouse IgG (whole molecule)-                                                                                                                                      | Sigma            | A9044      | WB:<br>1:10000 |  | <a href="http://antibodyregistry.org/AB_258431">http://antibodyregistry.org/AB_258431</a>                                               |

|                                                                        |                  |        |             |  |                                                                                           |
|------------------------------------------------------------------------|------------------|--------|-------------|--|-------------------------------------------------------------------------------------------|
| Peroxidase antibody produced in rabbit                                 | Aldrich          |        |             |  |                                                                                           |
| Anti-Rabbit IgG (whole molecule)- Peroxidase antibody produced in goat | Sigma - Aldrich  | A0545  | WB: 1:10000 |  | <a href="http://antibodyregistry.org/AB_257896">http://antibodyregistry.org/AB_257896</a> |
| Donkey Anti-Rabbit IgG Polyclonal antibody, Cyanine 3 Conjugated       | Millipore        | AP182C | IHC: 1:400  |  | <a href="http://antibodyregistry.org/AB_92588">http://antibodyregistry.org/AB_92588</a>   |
| Donkey Anti-Sheep IgG (H+L) Antibody, Alexa Fluor 488 Conjugated       | Molecular Probes | A11015 | IHC: 1:300  |  | <a href="http://antibodyregistry.org/AB_141362">http://antibodyregistry.org/AB_141362</a> |
| Donkey Anti-Mouse IgG Polyclonal antibody, Cyanine 5 Conjugated        | Millipore        | AP192S | IHC: 1:400  |  | <a href="http://antibodyregistry.org/AB_92656">http://antibodyregistry.org/AB_92656</a>   |

#### DNA/cDNA Clones

| Clone Name | Sequence | Source / Repository | Persistent ID / URL |
|------------|----------|---------------------|---------------------|
|            |          |                     |                     |
|            |          |                     |                     |
|            |          |                     |                     |

#### Cultured Cells

| Name                                                                                                                 | Vendor or Source                             | Sex (F, M, or unknown) | Persistent ID / URL                                                                                                             |
|----------------------------------------------------------------------------------------------------------------------|----------------------------------------------|------------------------|---------------------------------------------------------------------------------------------------------------------------------|
| Human Embryonic Kidney 293AAV Cell Line (HEK293AAV) immortalized cell line<br><b>Category:</b> Transformed cell line | Cell Biolabs                                 | Female                 | RRID: CVCL_KA64                                                                                                                 |
| Rat adrenal medulla pheochromocytoma PC12 immortalized cell line<br><b>Category:</b> Cancer cell line                | Prof Shelley J Allen (University of Bristol) | Male                   | RRID:CVCL_0481<br><a href="https://web.expasy.org/cellosaurus/CVCL_0481">https://web.expasy.org/cellosaurus/CVCL_0481</a>       |
| Chinese hamster ovary -K1 cell line stably expressing the human SNAP_GLP1R (Cisbio) (CHO-K1-SNAP_GLP1R)              | Dr Ben Jones, Imperial College London        | Female                 | <a href="https://www.nature.com/articles/s41467-020-14309-w#Sec14">https://www.nature.com/articles/s41467-020-14309-w#Sec14</a> |

DOI [to be added]

|                                                                                       |  |  |  |
|---------------------------------------------------------------------------------------|--|--|--|
| immortalized cell line<br><b>Category:</b><br>Spontaneously<br>immortalized cell line |  |  |  |
|---------------------------------------------------------------------------------------|--|--|--|

#### Data & Code Availability

| Description     | Source / Repository | Persistent ID / URL                                                                                                                                                                                 |
|-----------------|---------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| RNA-STAR        | Github              | RRID:SCR_004463<br><a href="http://code.google.com/p/rna-star/">http://code.google.com/p/rna-star/</a>                                                                                              |
| featureCounts   | Sourceforge         | RRID:SCR_012919<br><a href="http://bioinf.wehi.edu.au/featureCounts/">http://bioinf.wehi.edu.au/featureCounts/</a><br><a href="http://subread.sourceforge.net/">http://subread.sourceforge.net/</a> |
| DESeq2          | BioConductor        | RRID:SCR_015687<br><a href="https://bioconductor.org/packages/release/bioc/html/DESeq2.html">https://bioconductor.org/packages/release/bioc/html/DESeq2.html</a>                                    |
| ClusterProfiler | BioConductor        | RRID:SCR_016884<br><a href="http://bioconductor.org/packages/release/bioc/html/clusterProfiler.html">http://bioconductor.org/packages/release/bioc/html/clusterProfiler.html</a>                    |
| GAGE            | BioConductor        | RRID:SCR_017067<br><a href="http://bioconductor.org/packages/gage/">http://bioconductor.org/packages/gage/</a>                                                                                      |
| Pathview        | BioConductor        | RRID:SCR_002732<br><a href="http://www.bioconductor.org/packages/release/bioc/html/pathview.html">http://www.bioconductor.org/packages/release/bioc/html/pathview.html</a>                          |

#### Other

| Description                                                                | Source / Repository                                                                                                                                        | Persistent ID / URL                                                                                                                                                                                                                                                                                    |
|----------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| DyLight 488<br>Lycopersicon<br>Esculentum (Tomato)<br>Lectin               | Vector<br>Laboratories                                                                                                                                     | <a href="http://antibodyregistry.org/AB_2336404">http://antibodyregistry.org/AB_2336404</a><br><a href="https://vectorlabs.com/dylight-488-labeled-lycopersicon-esculentum-tomato-lectin-lcl-tl.html">https://vectorlabs.com/dylight-488-labeled-lycopersicon-esculentum-tomato-lectin-lcl-tl.html</a> |
| Exendin-4; Cat. No.<br>1933                                                | Tocris                                                                                                                                                     | <a href="https://www.tocris.com/products/exendin-4_1933">https://www.tocris.com/products/exendin-4_1933</a>                                                                                                                                                                                            |
| Exendin-3; Cat. No.<br>2081                                                | Tocris                                                                                                                                                     | <a href="https://www.tocris.com/products/exendin-3-9-39-amide_2081">https://www.tocris.com/products/exendin-3-9-39-amide_2081</a>                                                                                                                                                                      |
| LUXendin-645, a far-red fluorescent<br>GLP1R antagonistic<br>peptide label | Professor David J. Hodson<br>(University of Birmingham), and<br>Dr Johannes Broichhagen<br>(Leibniz-Forschungsinstitut<br>für Molekulare<br>Pharmakologie) | <a href="https://www.nature.com/articles/s41467-020-14309-w#Abs1">https://www.nature.com/articles/s41467-020-14309-w#Abs1</a>                                                                                                                                                                          |
| SNAP-tag substrate<br>label (SBG-TMR)                                      | Professor David J. Hodson<br>(University of Birmingham), and                                                                                               | <a href="https://pubs.rsc.org/en/content/articlehtml/2020/sc/d0sc02794d">https://pubs.rsc.org/en/content/articlehtml/2020/sc/d0sc02794d</a>                                                                                                                                                            |

|  |                                                                                                   |  |
|--|---------------------------------------------------------------------------------------------------|--|
|  | Dr Johannes<br>Broichhagen<br>(Leibniz-<br>Forschungsinstitut<br>für Molekulare<br>Pharmakologie) |  |
|--|---------------------------------------------------------------------------------------------------|--|

# Supplementary material for: GLP1R Attenuates Sympathetic Response to High Glucose via Carotid Body Inhibition
**Source:** Circ Res. 2022 Feb 1;130(5):694–707. doi: 10.1161/CIRCRESAHA.121.319874
**Supplement:** Supplementary file 4

**\* Long In Vivo Checklist**

*Circulation Research - Preclinical Animal Testing* : A detailed checklist has been developed as a prerequisite for every publication involving preclinical studies in animal models. **Checklist items must be clearly described in the manuscript; if the answer to a question is "No", an explanation should be provided both within the manuscript text and on the following screen.** If this information (checklist items and/or explanations) cannot be included in the main manuscript because of space limitations, please include it in an online supplement. If the manuscript is accepted, this checklist will be published as an online supplement. See the explanatory [editorial](#) for further information.

*This study involves use of animal models:*

Yes

**Study Design**

The experimental group(s) have been clearly defined in the article, including number of animals in each experimental arm of the study. Yes

An overall study timeline is provided. Yes

The protocol was prospectively written Yes

The primary and secondary endpoints are specified Yes

For primary endpoints, a description is provided as to how the type I error multiplicity issue was addressed (e.g., correction for multiple comparisons was or was not used and why). (Note: correction for multiple comparisons is not necessary if the study was exploratory or hypothesis-generating in nature). Yes

A description of the control group is provided including whether it matched the treated groups. Yes

**Inclusion and Exclusion criteria**

Inclusion and exclusion criteria for enrollment into the study were defined and are reported in the manuscript. Yes

These criteria were set *a priori* (before commencing the study). Yes

**Randomization**

Animals were randomly assigned to the experimental groups. Yes

If random assignment was not used, adequate explanation has been provided. N/A

Type and methods of randomization have been described. Yes

Allocation concealment was used. Yes

Methods used for allocation concealment have been reported. Yes

**Blinding**

Blinding procedures with regard to masking of group/treatment assignment from the experimenter were used and are described. The rationale for nonblinding of the experimenter has been provided, if such was not performed. Yes

Blinding procedures with regard to masking of group assignment during outcome assessment were used and are described. N/A

If blinding was not performed, the rationale for nonblinding of the person(s) analyzing outcome has been provided. Yes

**Sample size and power calculations**

Formal sample size and power calculations were conducted before commencing the study based on *a priori* determined outcome(s) and treatment effect(s), and the data are reported. N/A

If formal sample size and power calculation was not conducted, a rationale has been provided. Yes

**Data Reporting**

Baseline characteristics (species, sex, age, strain, chow, bedding, and source) of animals are reported. Yes

The number of animals in each group that were randomized, tested, and excluded and that died is reported. If the experimentation involves repeated measurements, the number of animals assessed at each time point is provided is provided for all experimental groups. Yes

Baseline data on assessed outcome(s) for all experimental groups are reported. Yes

Details on important adverse events and death of animals during the course of the experiment are reported for all experimental groups. Yes

Numeric data on outcomes are provided in the text or in a tabular format in the main article or as supplementary tables, in addition to the figures. Yes

To the extent possible, data are reported as dot plots as opposed to bar graphs, especially for small sample size groups. Yes

In the online Supplemental Material, methods are described in sufficient detail to enable full replication of the study. Yes

### Statistical methods

|                                                                                                                                                                                      |     |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| The statistical methods used for each data set are described.                                                                                                                        | Yes |
| For each statistical test, the effect size with its standard error and $P$ value is presented. Authors are encouraged to provide 95% confidence intervals for important comparisons. | N/A |
| Central tendency and dispersion of the data are examined, particularly for small data sets.                                                                                          | Yes |
| Nonparametric tests are used for data that are not normally distributed.                                                                                                             | Yes |
| Two-sided $P$ values are used.                                                                                                                                                       | Yes |
| In studies that are not exploratory or hypothesis-generating in nature, corrections for multiple hypotheses testing and multiple comparisons are performed.                          | Yes |
| In "negative" studies or null findings, the probability of a type II error is reported.                                                                                              | Yes |

### Experimental details, ethics, and funding statements

|                                                                                                                                                                                                                                               |     |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Details on experimentation including formulation and dosage of therapeutic agent, site and route of administration, use of anesthesia and analgesia, temperature control during experimentation, and postprocedural monitoring are described. | Yes |
| Both male and female animals have been used. If not, the reason/justification is provided.                                                                                                                                                    | Yes |
| Statements on approval by ethics boards and ethical conduct of studies are provided.                                                                                                                                                          | Yes |
| Statements on funding and conflicts of interests are provided.                                                                                                                                                                                | Yes |

---

Date completed: 01/12/2022 15:19:38  
User pid: 460685

# Supplementary material for: GLP1R Attenuates Sympathetic Response to High Glucose via Carotid Body Inhibition
**Source:** Circ Res. 2022 Feb 1;130(5):694–707. doi: 10.1161/CIRCRESAHA.121.319874

Full unedited gel for **Supp Figure 3b**

HEK  
293

Replicate 1

Replicate 2

PageRuler™ Protein  
Ladder, Cat # 26617

Sham

rGLP1R

rGLP1R +  
+ shRNA\_rGLP1R

Sham

rGLP1R

rGLP1R +  
shRNA\_rGLP1R

PageRuler™ Protein  
Ladder, Cat # 26617

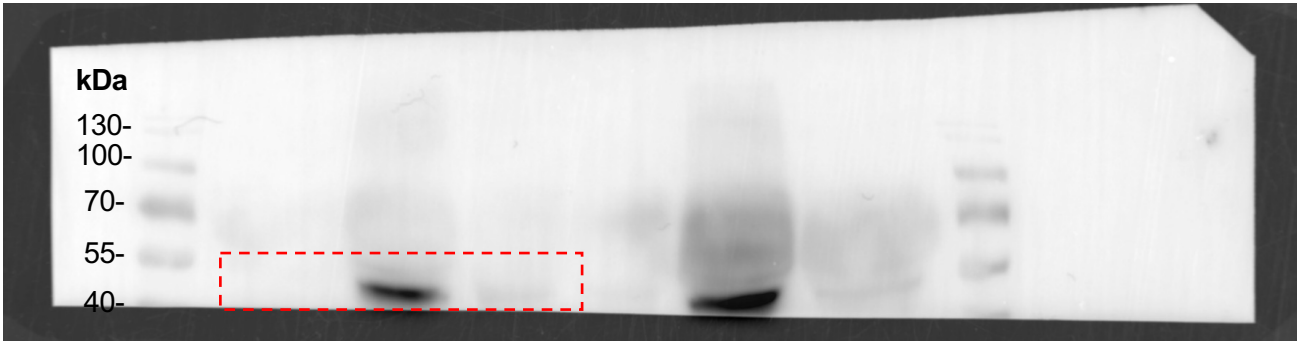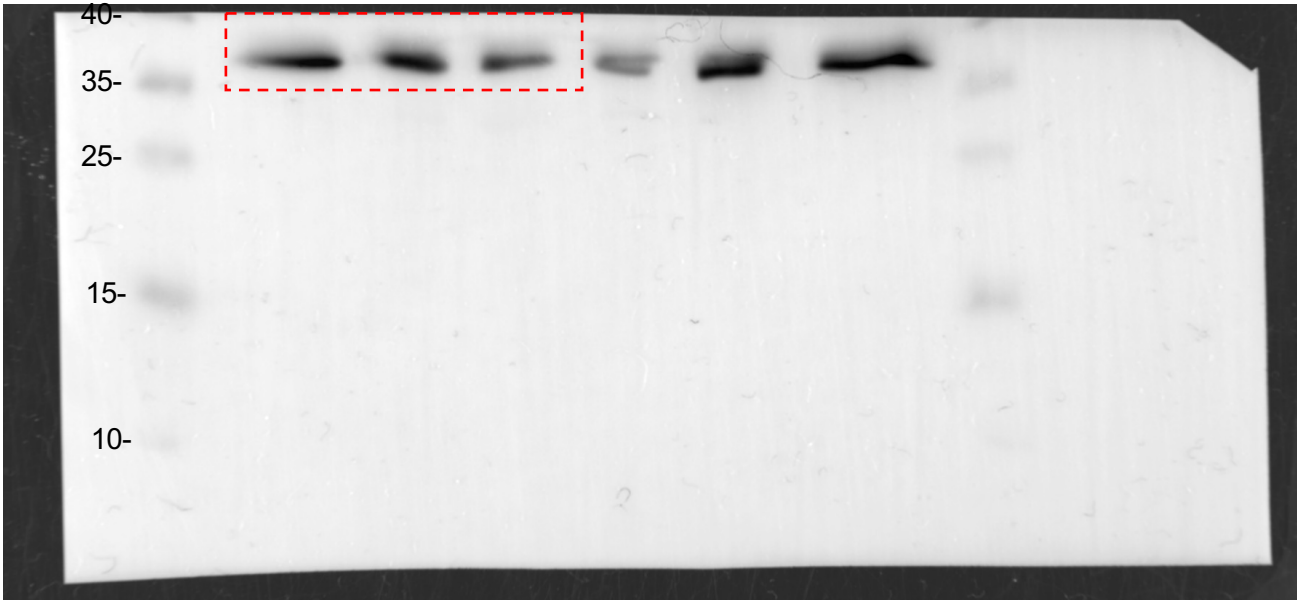

Following SDS-PAGE and protein transfer membrane was cut at 40 kDa protein ladder mark  
- - - - lanes corresponding to those shown cropped in the **Supp Figure 3b**

**Supp Figure 3b**

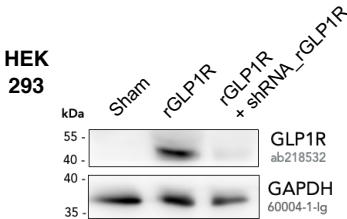

**Supplement:** Supplementary file 5

How the deposited data were processed for this re-analysis (not part of the article)

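Polyadenylated RNA from the left and right CBs of 6 WKY and 6 SH rats was sequenced by the authors, 24 libraries in all. The authors aligned the reads with RNA-STAR, counted them with featureCounts and deposited raw counts per Ensembl gene. Versions, genome build, annotation release, and the strand and multi-mapping settings are not stated in the text of the paper. The deposited counts cover 32623 genes, and every column could be assigned to a library by its code in the sample labels. The main set is the 23 libraries of Data Set 1, and the right CB of SH rat 34 was added where all 24 are named. No pair of libraries was alike within sampling noise: over the 253 pairs, the lowest chi-square per degree of freedom was 5.18.

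Counts were analysed in R 4.3.3. The main test was edgeR 4.0.16 (TMM scaling, robust quasi-likelihood F-test) with side as a covariate, on genes with a mean normalized count above 10, and with Benjamini-Hochberg adjustment at 0.05. A log2 fold change threshold of 2 or 0.5 was added for the lists the paper uses. Left and right were compared within each strain with no covariate. DESeq2 1.42.0 served for the variance-stabilized principal components and as an alternative test, and limma 3.58.1 (voom, with the rat as a random block) as another. Tables were made with pandas 2.3.3 and figures with matplotlib 3.10.9. CPM is TMM-normalized, the sides of a rat were averaged, and means, SDs and exact permutation tests are over 6 and 6 rats. The tests of single genes and the exact permutation tests over rats are two-sided. The permutation tests of neighbouring genes, the splits of rats or libraries and the matched draws count only values as large, so they are one-sided.

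The average of the totals was 10248198 counts per library over the 23. Totals were alike between groups, so depth limits low genes rather than one strain. A gene with 3 counts or fewer in a library was taken as at the floor. Intervals from counting alone were not used, since the spread between rats is larger.

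The tests were checked on simulated counts drawn from the real means and library sizes. Of genes changed by 1 or 2 on the log2 scale, edgeR found 98% of 196 changed genes among 14172 tested, with 5 false calls. DESeq2 found 99% with 16 false calls, and voom 97.4% with 8. With no change between sides simulated, 0 genes were called. Each library was drawn independently, with no effect shared by the CBs of a rat. In the data the consensus correlation within rats was 0.157. The simulation therefore does not test the use of both CBs of a rat as separate units.

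Alternatives set before the data were examined were DESeq2's size factors, the DESeq2 test, no filter, edgeR's filterByExpr, all 24 libraries, counts summed per rat, voom with a rat block, each side alone, no side covariate, a replicate block and leaving out each rat in turn. A DESeq2 count with no filter on the mean count was added afterwards. Rat numbers 33, 34, 36 and 37 occur in both strains but do not pair the rats: over the 4 numbers, the correlation of their deviations from the strain means ran from -0.259 to 0.0668. Left and right CBs of one number come from one rat, and over 11 rats the correlation of their deviations had a median of 0.0566 (-0.214 to 0.255), against -0.11 for libraries of different rats.

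Gene symbols were taken from Data Set 1 as read here (1391 of 14241 rows, 1273 identifiers with a symbol), all higher in SHR. For those 1391 rows, a DESeq2 fit of the 23 libraries with side and strain gave the log2 fold change of the authors' table to 2 decimals in 1391 and its adjusted p within 1% in 1390. Of 4 DESeq2 designs tried (with and without side, over 23 or 24 libraries), this was the one that matched. Glp1r, Insr and Gipr were identified as the 1 gene each with the paper's printed log2 fold change and adjusted p in that fit, and Mc4r, treated likewise, gave its paired identifier. The order of the genes in the counts follows the chromosomes of RefSeq GRCr8 for 1182 of 1224 neighbouring named genes. Glp1r and Gipr lie between named genes of their own chromosome, and Insr has such a gene on one side only. No coordinates are given, since the build of the counts is not stated.

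The rule for named genes covered the genes the text names for the sequencing, those of Figures 1D to 1F and of the cell type marker lists, and the 5 largest changes in each direction whose libraries do not overlap. Of these, 33 genes were followed through every alternative, with Chgb among them chosen after its values were seen. Counts of paired members of the paper's lists leave out Glp1r, Insr and Gipr. The RefSeq GRCr8 table of 47357 genes has a column for Ensembl identifiers, which is filled for 0 of them, so 0 identifiers of the counts matched and it served only for the order of the named genes. Gcg and most genes lower in SHR could not be paired and are not analysed here. Enrichment and overlap tests were not run, because the table of names is incomplete. The comparison of 16 cell type marker lists (glomus, sustentacular, endothelial, smooth muscle, sympathetic and sensory neuron, mast, macrophage, lymphocyte, hepatocyte, thyroid, parathyroid, skeletal muscle, adipocyte, erythroid and housekeeping) is void, since 17 of their 127 genes could be paired and 0 lists reached 80%.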

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

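The tests of why the right CB of SH rat 34 stands apart were chosen after that was seen, except the test of its most abundant genes. Over 74 groups of rats or libraries, 6 values lay far from the rest of their group, where 3.7 are expected by chance.

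The right CB of SH rat 34 is a library the paper does not report on, and it differed from the other 23. In it, 73 genes had over 5 times the CPM of every other library and 399 had less than every other library divided by 5, against at most 4 and 0 in any other library. Tg was at 7849 CPM, against at most 215 in the others, scaled with all 24 libraries. Chga was at 54.1 CPM and Chgb at 3.84 CPM, against 786 and 830 CPM in the left CB of that rat. Low depth is argued against by its total of 10450867 counts, within the 9198341 to 13655419 of the others. Its 10 most abundant genes held 17.8% of its counts, above the 7.24% to 10.3% of the others. Leaving out the most abundant genes of every library left 486 genes far above or below, so these genes do not account for the pattern. Thyroid tissue in the sample is a candidate explanation that stays open: 1 of the 7 genes of the thyroid list, Tg, could be paired, so the test is void. A wrong strain label is argued against by the genes whose strains do not overlap, taken as a set. Other tissue moves these genes too, so they were compared with genes of similar mean and spread in WKY that do not differ between strains (1000 draws). Of the genes higher in SHR, 67 of the 129 that could be matched were above every WKY library in it, against 36.7 on average and at most 51 in the matched draws. Of the genes lower in SHR, 99 of 154 were below every WKY library, against 52.4 and at most 69, so the smaller ratio was 1.83. In the opposite directions the ratios were 1 and 0.593. On PC2 of all 24 libraries it scored -4.24, against 5.06 to 13 for WKY and -9.24 to -5.14 for the other SHR libraries. A cruder test run earlier, the share of the 286 genes on the SHR side of the midpoint between strains, gave 54.5% and takes no account of other tissue. The matching does not cover cell type, and a mixed sample was not tested. A biological difference of this CB was not tested.

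Tg was far higher in SH rat 30, at 111 CPM, than in the other SH rats, and in WKY rat 32, at 5.69 CPM, than in the other WKY rats. The right CB of SH rat 30 alone had 218 CPM. Tg had a log2 fold change of 3.17 between strains (standard error 1.08, adjusted p = 0.0426, edgeR). Single rats may carry this difference: in 8 of the 12 fits that each left out one rat the adjusted p was 0.05 or more, and without SH rat 30 the log2 fold change was 1.71. Since leaving out several different rats had this effect, a p near the threshold is part of it. Without WKY rat 32 the log2 fold change rose to 4.65 (adjusted p = 0.00521, edgeR). In the left CBs alone it was 0.54 (adjusted p = 0.807, edgeR), and in the right CBs alone 5.39 (adjusted p = 0.0783, edgeR). No biological explanation was tested.

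Glp1r in WKY rat 34 was 8.50 CPM, below the other WKY rats (up to 11.7 CPM) and above every SH rat. Gpr61 in SH rat 30 was 3.62 CPM and Sstr2 in SH rat 36 was 51.1 CPM, each above the other SH rats. The left CB of WKY rat 41 had the largest total of its group, 11372821 counts. No explanation of these was tested, and leaving out any one rat changed none of the calls of Glp1r, Gpr61 and Sstr2.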

How the results depend on the processing

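The count of genes between SHR and WKY depended on the libraries used and the unit of replication. The 2861 genes became 1482 with all 24 libraries, 1270 in the left CBs alone, 838 in the right CBs alone and 1730 with a replicate block on the rat number. The fits to one side use fewer libraries. The rat numbers do not pair the rats, so the block measures no shared cause. Only the numbers 33, 34, 36 and 37 occur in both strains. With the block, the other rats do not bear on the strain difference, so that fit compares fewer rats. The 24 libraries differ from the 23 by the right CB of SH rat 34 alone. How far the fewer libraries or rats account for the other changes was not tested. With DESeq2 the count was 2981, with counts summed per rat 2039 and with voom 2299. Leaving out 1 rat gave 2193 to 2831 genes. Without WKY rat 32, 2147 of the original genes remained.

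At a log2 fold change of at least 2, the 93 genes became 321 with no filter on the mean count, 63 in the left CBs alone and 197 with DESeq2 and no filter on the mean count. The last was run after its equality with the paper's number was seen. The split of 33 higher and 60 lower became 34 and 36 of 70 by DESeq2 and 34 and 37 of 71 by voom. It became 37 and 36 of 73 with all 24 libraries and 44 and 47 of 91 with counts summed per rat. Without WKY rat 33 it became 35 and 32 of 67. Other settings kept more genes lower. The split was 33 and 60 with DESeq2's size factors, 31 and 60 with no side covariate and 135 and 186 with no filter. It was 34 and 64 without WKY rat 34, 32 and 67 without WKY rat 36 or 41 and 34 and 66 without WKY rat 37. It was 32 and 58 without SH rat 30 and 34 and 63 without SH rat 34. The cause was not tested. Leaving out 1 rat gave 66 to 100 genes, and the lower end was reached without WKY rat 32. At a log2 fold change of at least 0.5, the 935 genes became 529 in the right CBs alone.

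PC1 held 66% with all 24 libraries, where it no longer parted the strains. PC1 and PC2 otherwise kept their side of the threshold in the exact permutation tests, with PC1 at 27.3% to 43.4% and PC2 at 12.8% to 19.6% of the variance.

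Between left and right, 0 genes passed in WKY under any alternative run. In SHR the pairing of left and right within rats, a replicate block, gave 1 gene (the cause was not tested), and every other alternative run gave 0. The interaction gave 0 in every fit run. The block on pairing changed no other call between sides.

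Of 759 values of 33 single genes, 692 kept their direction and side of the threshold, 48 no longer passed, 19 passed only under the alternative, and 0 reversed. The 33 are the genes given with a symbol and values, and Slc9a4, Il1rl2 and Cpa3, for which no other value is given. ENSRNOG00000030689, ENSRNOG00000060949 and ENSRNOG00000057880, given by identifier only, are not among them. With all 24 libraries 11 of the genes no longer passed, in the right CBs alone 8 and in the left CBs alone 5. Glp1r, Insr and Mc4r passed in every alternative run. The comparison of cell type marker lists was not run, since too few of their genes could be paired. Depth limits the precision of low genes. Gpr61, with 2 to 18 counts per WKY library, had a standard error of 0.285 on the log2 scale, against 0.0702 for Insr, with 656 to 897.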

Differences from the paper's values

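At a log2 fold change of at least 2, 93 genes passed by edgeR, against the paper's 197 genes given as input to its enrichment. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. They gave 63 to 321 genes. DESeq2 without a filter on the mean count gave 197, and that setting was chosen after seeing the values. Data Set 2 gives a background of 22609 genes, which equals the number with a count in any of the 23 libraries. With a DESeq2 mean count above 10 there were 14243. Its background was thus not filtered on the mean count, and that filter may account for the difference.

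The average library of the 23 had 10248198 counts on genes. The paper's Fig. 1A gives an average of about 1400000 reads per sample, read by eye. The average count is 7.32 times that figure. A figure 10 times as large would be 1.37 times the average count, within the limit of 1.5 times used here. Over all 24 libraries the average was 10256643 counts, which does not close the gap, and the other alternatives do not bear on this value.

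The other values of the paper lay within the limits in the main analysis: 2861 genes against the paper's 2982, 43.6% against the paper's 42% for PC1, and 19% against the paper's 19% for PC2. The fit with DESeq2 gave 2981 genes.

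The paper assigns PC2 to the side of the CB, and the legend of Figure 1B to differences of the sides within each animal. No shared direction was found: left minus right on PC2 was -0.548 on average, and left was above right in 5 of 11 rats (exact sign-flip permutation test, p = 0.767). Differences between the CBs of one rat, in either direction, were 50.5% of the variance of PC2 over these rats, where 52.4% would be expected with no relation between the CBs of a rat.

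Figure 1E lists Grin2a and Cntfr as significant, and Data Set 2 lists Slc24a2 and Mylk3. By edgeR their adjusted p were 0.0503, 0.0566, 0.0665 and 0.0569. DESeq2, set before the data were examined, called all of them, with adjusted p of 0.0427, 0.0329, 0.0499 and 0.0495. Other alternatives set before the data were examined also called some of them (edgeR). With no side covariate, Grin2a (adjusted p = 0.0482, edgeR) and Cntfr (adjusted p = 0.0499, edgeR) passed, and with the replicate block Cntfr did (adjusted p = 0.00848, edgeR). Without WKY rat 33, Grin2a, Slc24a2 and Mylk3 passed, and without SH rat 34 Grin2a. Cntfr also passed without WKY rat 37 or 41 or SH rat 30, Slc24a2 without SH rat 30 or 33, and Mylk3 without SH rat 31 or 33. These adjusted p ran from 0.0185 to 0.0484 (edgeR).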

Other observations

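Of the tests here, those of the side comparisons' numbers of DEGs, of the interaction, of neighbouring genes in the side comparisons and of genes 2 to 5 apart were chosen after the result was seen.

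The strain counts were compared with other splits of the 12 rats into 6 and 6. The real split alone gave as many DEGs in 1 of 100 splits (highest of the others 1038, median 0), as many with a log2 fold change of at least 2 in 1 of 100 (highest of the others 23) and as many with at least 0.5 in 1 of 100 (highest of the others 398).

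For left against right, the count of 0 was reached by 100 of 100 splits in WKY and 100 of 100 in SHR, and the interaction's count of 0 by 100 of 100, so these say nothing about an effect. The numbers of genes with an unadjusted p under 0.05 were as large in 97 of 100 splits in WKY and 24 of 100 in SHR. Since left and right of a rat are paired, the splits that part every rat's CBs were also run. As many genes were found in 30 of 32 such splits in WKY (median of the others 409) and 4 of 32 in SHR (median of the others 448).

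DEGs between the strains lay beside each other in the order of the genes more often than by chance. Of neighbouring tested genes, 492 pairs were both DEGs in the same direction, against 286.4 on average when calls were permuted over positions (ratio 1.72, permutation test, p = 0.001, the smallest that 1000 permutations give). The ratio was 1.43 at 2 genes apart, 1.18 at 10 and 1.06 at 20 (permutation test, p = 0.2). Overlapping neighbours alone are argued against by a ratio of at least 1.36 at 2 to 5 genes apart. A shared expression level is argued against by a ratio of 1.71 when calls were permuted among genes of similar mean CPM, and a single dense region by 1.69 without the 200 tested genes around the densest stretch. That stretch of 51 genes, on chromosome 20, held 27 DEGs against 10.2 on average, with 2 RT1 genes among its 8 named genes. Neighbours that vary together in any comparison are argued against by a ratio of at most 1.03 for as many genes of smallest p between left and right, although that comparison has little signal and is a weak control. Strain variants in linked blocks, either changing expression or changing how reads fit the reference, may underlie the pattern. Neither was tested, and the counts used here cannot separate them.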
